# Radiosensitizing effect of curcumin-loaded lipid nanoparticles in breast cancer cells

**DOI:** 10.1038/s41598-019-47553-2

**Published:** 2019-07-31

**Authors:** Luigi Minafra, Nunziatina Porcino, Valentina Bravatà, Daniela Gaglio, Marcella Bonanomi, Erika Amore, Francesco Paolo Cammarata, Giorgio Russo, Carmelo Militello, Gaetano Savoca, Margherita Baglio, Boris Abbate, Giuseppina Iacoviello, Giovanna Evangelista, Maria Carla Gilardi, Maria Luisa Bondì, Giusi Irma Forte

**Keywords:** Radiotherapy, Systems biology

## Abstract

In breast cancer (BC) care, radiotherapy is considered an efficient treatment, prescribed both for controlling localized tumors or as a therapeutic option in case of inoperable, incompletely resected or recurrent tumors. However, approximately 90% of BC-related deaths are due to the metastatic tumor progression. Then, it is strongly desirable to improve tumor radiosensitivity using molecules with synergistic action. The main aim of this study is to develop curcumin-loaded solid nanoparticles (Cur-SLN) in order to increase curcumin bioavailability and to evaluate their radiosensitizing ability in comparison to free curcumin (free-Cur), by using an *in vitro* approach on BC cell lines. In addition, transcriptomic and metabolomic profiles, induced by Cur-SLN treatments, highlighted networks involved in this radiosensitization ability. The non tumorigenic MCF10A and the tumorigenic MCF7 and MDA-MB-231 BC cell lines were used. Curcumin-loaded solid nanoparticles were prepared using ethanolic precipitation and the loading capacity was evaluated by UV spectrophotometer analysis. Cell survival after treatments was evaluated by clonogenic assay. Dose–response curves were generated testing three concentrations of free-Cur and Cur-SLN in combination with increasing doses of IR (2–9 Gy). IC_50_ value and Dose Modifying Factor (DMF) was measured to quantify the sensitivity to curcumin and to combined treatments. A multi-“omic” approach was used to explain the Cur-SLN radiosensitizer effect by microarray and metobolomic analysis. We have shown the efficacy of the Cur-SLN formulation as radiosensitizer on three BC cell lines. The DMFs values, calculated at the isoeffect of SF = 50%, showed that the Luminal A MCF7 resulted sensitive to the combined treatments using increasing concentration of vehicled curcumin Cur-SLN (DMF: 1,78 with 10 µM Cur-SLN.) Instead, triple negative MDA-MB-231 cells were more sensitive to free-Cur, although these cells also receive a radiosensitization effect by combination with Cur-SLN (DMF: 1.38 with 10 µM Cur-SLN). The Cur-SLN radiosensitizing function, evaluated by transcriptomic and metabolomic approach, revealed anti-oxidant and anti-tumor effects. Curcumin loaded- SLN can be suggested in future preclinical and clinical studies to test its concomitant use during radiotherapy treatments with the double implications of being a radiosensitizing molecule against cancer cells, with a protective role against IR side effects.

## Introduction

Radiotherapy (RT) is a vital component of multimodal therapy for many types of cancer. For example, in Breast Cancer (BC) care, RT is considered an efficient treatment, prescribed as adjuvant therapy strategy combined with surgery for controlling localized tumors, as the last option for patients with inoperable cancers and also as the first choice in cases of incompletely resected or recurrent tumors after surgery^1^.

Overall BC women candidates for conservative surgery were also treated with RT to consolidate surgical treatment and success rate. According to the international BC treatment guidelines, the recommended total dose to be administered to BC patients is 50–60, with a fractionation of 2 Gy/die for 5 days/week^2^. Moreover, in some cases of high recurrence risk (i.e. ductal invasive and microinvasive carcinoma), a radiation *boost* of 10–20 Gy could be administered in order to improve local control. Nonetheless in a phase III study involving 2657 BC patients, the radiation *boost* after whole-breast irradiation had no effect on long-term overall survival, with the largest absolute benefit in young patients^3–5^. In addition, approximately 90% of BC-related deaths are due to the metastatic progression of the tumor^6^. Then, it is strongly desirable to improve the tumor radiosensitivity in order to further reduce cancer recurrence. In this sense, one successful strategy could be to combine RT schedules with targeted therapies by using molecules with synergistic and radiosensitizing action.

Among these molecules, characterized by specific anti-cancer actions, the nutraceutical compounds often available in medicinal plants, have recieved a recent strong interest by several authors. Among these, a prominent role is reserved to the *Curcuma Longa* plant for its potentially anti-cancer multitarget effect and its active compounds, which are represented by curcuminoids. The curcuminoids belong to the polyphenol family, and are known to play key roles in the control of inflammation and oxidative stress in many conditions^7^. In particular, among these compounds, curcumin is known to play multiple pleiotropic effects (i.e. anti-bacterial, anti-fungal, antiviral, anti-oxidant, anti-inflammatory), thanks to its ability to interact and regulate multiple molecular targets such as transcription factors (TFs), growth factors, kinases, pro-inflammatory cytokines, adhesion molecules, etc. In turn, literature data highlight its potential therapeutic effects useful for the prevention and treatment of various diseases, including BC^8^.

On the other hand, thanks to its low toxicity and great anti-inflammatory effects, curcumin has recently been studied as a radiosensitizing molecule against tumor cells and radioprotective agent for healthy tissues^9^. In particular, the radiosensitizing role is supposed to be related to curcumin-induced inhibition of NF-KB, AP-1 and STAT3 transcription factors (TFs), highly constitutively expressed in numerous cancers and also transiently induced after ionizing radiation (IR) exposure. Moreover, curcumin is described to induce radiosensitization through the inhibition of such genes involved in several processes such as survival (Bcl-2, Bcl-XL), proliferation (COX-2, cyclin D1, and c-Myc), angiogenesis (VEGF and IL-8), invasion (MM9) and metastasis (ICAM-1, VCAM-1, ELAM-1). Overall, all these factors could contribute to the development of radioresistance in neoplastic cells^10,11^.

On the other hand, literature data report that RT treatments combined with curcumin inhibit proliferation and induce apoptosis of neoplastic cells, significantly improving the effects of RT, thanks to the suppression of cyclin D1, implicated in the G1/S cell cycle transition^12^ or by enhancing the effect of RT to arrest cell cycle in G2/M^13^. In this phase, cells are about three times more radiosensitive because, once they pass the G2 checkpoint, they are unable to repair DNA damage. Interestingly, the effect of radiosensitization is also mediated by increasing the intrinsic and extrinsic apoptosis induced by ionizing radiation (IR), through an increase of p53 expression by the MDM2 down-regulation mediated by Akt.^14^. Regarding the intrinsic apoptosis process, curcumin has been found to increase the mitochondrial Ca^2+^ level and Reactive oxygen species (ROS) production, resulting in an increased permeability of the mitochondrial membrane, allowing cytochrome C to translocate into the cytosol and bind Apaf-1 to form the apoptosome complex which triggers the caspase cascade (by activation of caspase-9) and subsequent cell death^15^. On the other hand, curcumin induces extrinsic apoptosis of neoplastic cells by increasing the expression levels of the “death activators” Fas ligand, TRAIL and TNF-α and, consequently, causing the activation of caspases 8 and 3^16^.

Although tumor cell radiosensitization is considered a promising idea to fight cancer diseases, it is equally important to reduce IR toxic effects in healthy tissues surrounding tumors. So, since one of the most prominent cancer pathogenic factors are of an inflammatory nature, it follows that the curcumin anti-inflammatory powerful effects could down regulate inflammation and ROS production, through to the inhibition of NF-kB. This mechanism is also involved in the reduction of the RT induced fibrosis, driven by TGFβ which is also under the NF-kB transcription control, so that curcumin could even contribute in the reduction of normal tissue toxicities following RT^17^. Then, curcumin could play a key interesting role in radiosensitivity/radioresistance cell balance. However, considering its chemical characteristics, it is necessary to study new strategies to increase its absorption in cells. In particular, curcumin is a lipophilic and hydrophobic compound, and therefore insoluble in water and soluble in ethanol, dimethyl sulfoxide (DMSO) and acetone. It is poorly absorbed by the body, so much so that its serum concentrations after oral administration are particularly low. Curcumin stability is pH-dependent and in a basic environment it is degraded very quickly^8^. After oral administration, curcumin is metabolized by reduction and conjugation, producing metabolites vehicled by glucuronic acid and sulfate in plasma, whose biological activities are strongly reduced compared to that of curcumin. In this study, to facilitate its absorption, we have trapped curcumin into a Solid Lipid Nanoparticle carrier (SLN), in order to realize a molecule having a better *in vivo* biodistribution and an improved bioavailability and stability.

Summarizing, the principal aim of this study was to evaluate the radiosensitizing ability of curcumin loaded SLN (Cur-SLN), in comparison to free curcumin (free-Cur) by using an *in vitro* approach on BC models. Here we used the MCF10A immortalized non tumorigenic mammary epithelial cell line and MCF7 (ER+/PR+/HER2−), MDA-MB-231 (ER−/PR−/HER2−) tumorigenic immortalized cell lines, characterized by different tumorigenic aggressive phenotypes^18^. In addition, we also reported in a descriptive way, transcriptomic and metabolomic profiles and a quantification of oxidative stress induced by Cur-SLN treatments, highlighting intracellular networks modulated sustaining the radiosensitizing Cur-SLN role in irradiated breast cell lines.

We trust that all the data here reported may encourage the use of curcumin-loaded SLN in preclinical studies to test the combination with the radiotherapy treatment plans and its application in clinical trials.

## Methods

### Curcumin nanoparticles preparation

Empty and curcumin-loaded nanoparticles were prepared using an ethanolic precipitation technique followed by ultraturrax homogenization. Briefly, 118 mg of Precirol ATO was heated at 5–10 °C above its melting point (56 °C). In order to obtain drug-loaded nanoparticles, curcumin (20 mg) was added, under mechanical stirring, to the melted lipid phase. An ethanolic solution (2 ml) containing Pluronic F68 (200 mg) and then the cationic surfactant dimethyldioctadecyl-ammonium bromide (30 mg) was added to the melted lipid phase. Finally, the resulting warm organic solution was dispersed into the bidistilled water (100 ml) at 80 ± 1 °C and homogenized by Ultraturrax T25 (IKA Labortechnik, Germany) at 17,500 rpm for 10 min. The obtained emulsion was quickly cooled using an ice bath for 30 min and then purified by exhaustive dialysis (12,000–14,000 Dalton cutoff membranes, Spectra/Por®, USA). After purification, to prevent any nanoparticle aggregation, a cryoprotector (trehalose) to nanoparticle suspensions was added, using nanoparticles:cryoprotector ratio of 1:2 (w/w). Finally, curcumin nanoparticles were freeze-dried by using a lyophilizer (FreeZone® 4.5 Freeze Dry System, Labconco Corporation, MO, USA) and stored at room temperature for successive characterization.

### Particle size analysis and Zeta-potential measurements

The hydrodynamic diameter (z-average) of empty and curcumin loaded nanoparticles was determined by Photon Correlation Spectroscopy (PCS) by using a Zetasizer Nano ZS (Malvern Instrument Ltd, UK), as reported in literature^19^. The samples were diluted in bidistilled water until the appropriate concentration and then the measurements were carried out at 25 ± 1 °C, at a fixed angle of 173° (NIBS = non-invasive backscattering detection) in respect to the incident beam. Each sample was kept in a cuvette and analyzed in triplicate. Zeta potential (ζ-potential) values were measured at 25 ± 1 °C using samples appropriately diluted in bidistilled water. The instrument setting conditions were equal to those described above for size measurements. Each sample was analyzed in triplicate.

### Drug loading (DL%) and Entrapment Efficiency (EE%) determination

Curcumin loading capacity was evaluated by UV spectrophotometer analysis. The nanoparticles were solubilized using organic mixtures until the appropriate concentrations [dichloromethane/acetonitrile/ethanol 4/4/2 (v/v/v)], filtered through 0.45 μm cellulose acetate membrane filters (VWR, Milan, Italy) and analyzed by UV spectrophotometer (UV-1800 Shimadzu, Kyoto, Japan), at 423 nm. The peak areas were compared with the one obtained by analyzing standard solutions of curcumin at known concentrations. The straight-line equation was: y 132.8x + 0.0084 and the linear regression value was: r2 = 0.9992. The linearity of the method was studied for curcumin concentrations in the range of 1–20 μg/ml. DL% results were expressed as the weight percent ratio between the curcumin loaded and the total dried sample weight. Entrapment efficiency (EE%) was expressed as the weight percent ratio between the amount of curcumin entrapped into nanoparticles and the total amount of curcumin used to prepare the particles. Below, the equations used for DL% and EE% determination are reported.

$${\rm{DL}}( \% )={\rm{Wdrug}}/{\rm{WNp}}\times 100$$

Wdrug represents the amount of curcumin entrapped into the nanoparticles and WNp represents the weight of the drug-loaded nanoparticles.

$${\rm{EE}}( \% )={\rm{Wf}}/{\rm{Wi}}\times 100$$

Wf represents the amount of curcumin entrapped and Wi represents the amount of curcumin used to prepare the curcumin-loaded nanoparticles.

### Cell cultures and intracellular and extracellular concentrations of free-Cur and Cur-SLN

The human non-tumorigenic breast epithelial MCF10A cell line and the human breast adenocarcinoma MCF7 and MDA-MB-231 cell lines, were purchased from the American Type Culture Collection (ATCC, Manassas, VA) and cultured according to the ATCC’s specifications. Cells were maintained in an exponentially growing culture condition in an incubator at 37 °C in a humidified atmosphere (95% air and 5% CO_2_) and were routinely subcultured in 25-cm^2^ (T25) and 75-cm^2^ T75) standard tissue culture flasks. Cell lines were cultured in the presence and in the absence of 2.5 µM of free- Cur or Cur-SNL for 24 hrs. At the end of the stimulation, cells and supernatants were collected to assess the intracellular and extracellular content of curcumin by UV analysis. In particular, the supernatants were sucked from the wells and then collected by centrifugation at 1,300 rpm for 10 min. Cells were detached from the wells by tripsin, washed with PBS and stored as dry pellets at −80 °C.

### Clonogenic survival assay and IC50 determination

Cell survival after treatments was evaluated by clonogenic assay performed as previously described^20,21^. Briefly, 48 hours before treatments cells were detached, counted by haemocytometer and re-plated in triplicate at opportune densities in 6-well plates to assay the surviving fraction (SF). As control (basal), untreated cells were seeded in the same conditions in order to evaluate the plating efficiency (PE). All cell survival data post-treatment were normalized to the untreated sample. Colonies were allowed to grow under normal cell culture conditions for 10–15 days after treatments and then were fixed and stained with 50% methanol and 0.5% crystal violet (both from Sigma-Aldrich, St. Louis, MO, USA). Colonies with more than 50 cells were counted manually under a Zeiss Axiovert phase-contrast microscope (Carl Zeiss, Göttingen, Germany) and also automatically with a computer-assisted methodology^22^.

Empty SLN has been tested for cellular toxicity on the three cell lines under study using the concentrations of 2.5, 5, 10, 25, 50 and 100 μM and showing not to be toxic, as no significant reduction of cell survival has been observed even at the higher concentration of 100 μM (data not shown). In order to obtain the IC_50_ value of free-Cur and Cur-SLN for each breast cell line, which represents the concentration required to obtain the 50% of *in vitro* inhibition, cells were treated in triplicates using a wide range of free-Cur and Cur-SLN concentrations (2.5, 5, 10, 25, 50 and 100 μM) in 6-well plates. 24 hrs after treatments, the medium was replaced and the cells were maintained in standard growth conditions until processing according to the clonogenic assay protocol. The IC_50_ was calculated from the two drug dose–response curves obtained by the increase of concentrations of free-Cur and Cur-SLN, using a 2nd order polynomial fitting analysis. Moreover, dose-response curves were generated by means of the 2nd order polynomial fitting of FS% *vs* increasing IR dose for each concentration of free-Cur and Cur-SLN used.These curves were used to obtain the Dose Modifying Factor (DMF), arbitrarily calculated at the SF of 50% (i.e. the relative dose of irradiation required to obtain the isoeffect of SF = 50% with radiation treatment alone respect to combined treatments with a defined concentration of free-Cur or Cur-SLN^23^.

### Radiation treatments

A medical linear accelerator, Siemens Primus (Siemens Medical Systems, Concord, CA, USA) emitting photon beams (X-rays) of 6 MV nominal energy, was used to perform cell irradiations. The Linac was calibrated under reference conditions defined by the International Atomic Energy Agency Technical Reports Series No. 398 “Adsorbed Dose Determination in External Beam Radiotherapy”^24^. The irradiation setup and the dose distribution were studied using the Pinnacle Treatment Planning System (Philips Medical Systems). Cell irradiations were carried out using doses of 2, 4, 6 and 9 Gy to evaluate the radiation efficacy through a dose-response curve.

### Oxidative stress quantification

A quantification of cellular oxidative stress has been performed measuring the intracellular reactive oxygen species (ROS) in the control (untreated), 2 Gy, 2 Gy + Cur-SLN, Cur-SLN samples of the three cell lines studied. The production of ROS was evaluated using 2′,7′-dichlorodiidrofluorescineacetate (DCFH-DA) (Molecular Probes, Eugene, OR). The DCFH-DA is de-esterified intracellularly and turns highly fluorescent 2′,7′-dichlorofluorescein upon oxidation, allowing a sensitive and rapid quantitation of oxygen reactive species in response to oxidative metabolism. 24 hours after treatments, cells were trypsinized, washed with PBS and incubated with 5 μM DCFH-DA reagent working solution according to manufacturing protocol. For consistency, 10^5^ cells were analyzed by fluorimeter for each determination performed in triplicate. The oxidation reaction was evaluated using the GloMax® Discover System (Promega) at the excitation wavelength of 475 nm and emission wavelength of 555 nm. The data shown are obtained from three independent experiments and are expressed as the mean ± standard error of the mean (SEM). The significance level respect to the control sample was set to *P < 0.05.

### Whole genome cDNA microarray expression analysis

We decided to evaluate only gene expression profiles (GEP) generated by the administration of Cur-SLN, as this formulation could have a clinic interest. Furthermore, we decided to evaluate the lowest dose/concentration combination (2 Gy/2.5 µM), a synergistic radiosensitizing treatment aims to obtain the maximum efficacy by administering the minimum doses of a drug and RI. Furthermore, it should be remembered that 2 Gy is the daily dose delivered in fractionated radiotherapy treatments.

To analyze GEP induced by 2.5 µM Cur-SLN in MCF10A, MCF7 and MDA-MB-231 cell lines treated with 2 Gy of photon beams, we used whole human genome 4 × 44 K cDNA microarray expression analyses. In particular, we analyzed GEP of the following configurations: MCF10A Cur-SLN 2 Gy normalized with MCF10A 2 Gy; MCF7 Cur-SLN 2 Gy normalized with MCF7 2 Gy; MDA-MB-231 Cur-SLN 2 Gy normalized with MDA-MB-231 2 Gy.

Total RNA extraction and its qualitative (expressed in term of RNA integrity number evaluation, RIN) and quantitative analyses were conducted as previously described^20,21^. Microarray experiments were performed according to the Agilent Two-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technologies, Santa Clara, CA, USA). In turn, 6 replicates for each configuration assayed were performed. Statistical data analysis, background correction, normalization and summary of expression measures were conducted with GeneSpring GX 10.0.2 software (Agilent Technologies). Finally, genes were identified as being differentially expressed if they showed a fold change (FC) of at least 1.5 with a p-value < 0.05 compared to irradiated cells of the same cell line analyzed, that were used as reference samples. The data discussed in this publication, in compliance with Minimum Information About a Microarray Experiment (MIAME) standards, have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO)^25^ and are accessible through the following GEO Series accession number: GSE118061.

In addition, the GEPs obtained in this work were also analyzed by pathway analysis using the Database for Annotation, Visualization and Integrated Discovery (DAVID) network building tool that provides a comprehensive set of functional annotation tools for investigators to understand the biological meaning behind a long list of genes (https://david.ncifcrf.gov/tools.jsp). The most representative significantly changed networks and pathways were selected and analyzed.

### Metabolite profiling of cell culture samples

Metabolites from the same treatments described in the above transcriptomic section (2 Gy and 2.5 µM Cur-SLN) were extracted and analyzed by gas chromatography-mass spectrometry (GC-MS), as previously described^26^. Derivatization was performed using automated sample prep WorkBench instrument (Agilent Technologies). Dried polar metabolites were dissolved in 60 μl of 2% methoxyamine hydrochloride in pyridine (Pierce) and held at 40 °C for 6 hrs. After dissolution and reaction, 90 μl of MSTFA (N-Methyl-N-(trimethylsilyl) trifluoroacetamid) were added and samples were incubated at 60 °C for 1 h. GC/MS analysis was performed using 7200 accurate-mass Q-TOF GC/MS (Agilent Technologies) equipped with a 40-m DB-5MS capillary column operating under electron impact (EI) ionization at 70 eV. Samples (2 μl) were injected in a splitless mode at 250 °C, using helium as the carrier gas at a flow rate of 1 ml/min. The GC oven temperature was held at 100 °C for 2 min and increased to 325 °C at 10 °C/min.

GC/MS data processing was performed using Agilent Muss Hunter software and statistical analyses were performed using Mass Profile Professional (MPP) software (Musharraf *et al*., 2016). Relative metabolites abundance was carried out after normalization to internal standard d27-myristic acid and cell number.

### Ethics approval and consent to participate

This study does not require ethical approval and informed consent, as the research project uses commercial immortalized cell lines samples from the American Type Culture Collection (ATCC, Manassas, VA, USA).

## Results

### Curcumin loaded nanoparticles preparation and characterization

In literature is widely reported the potential application of curcumin but it was heavily limited in biomedicine because of its poor solubility in water^27–29^. The oral bioavailability of curcuminoids in healthy humans is markedly enhanced by micellar solubilisation but not further improved by simultaneous ingestion of sesamin, ferulic acid, naringenin and xanthohumol^30^. To date, to increase the bioavailability of curcumin several methods were developed. In the present work, empty and curcumin-loaded solid lipid nanoparticles (SLNs) were successfully prepared by using the ethanolic precipitation technique and then, stored at room temperature for successive characterization in terms of mean size, polydispersity index (PDI) and ζ-potential in bidistilled water (Table 1).

**Table 1:** Size, PDI, and ζ-potential of empty and curcumin loaded SLNs in bidistilled water.

Systems	Z-average (nm)	PDI	ζ-potential (mV) ± SD
empty SLNs	159.0	0.275	+44.9 ± 7.5
Curcumin SLNs	302.5	0.544	+41.4 ± 4.6

Table 1 shows that the curcumin presence inside the nanoparticle system caused an increase of the mean size (from 159 nm to 302 nm) and polidispersity index (PDI). The zeta potential values, instead, were similar in both the systems considered and they ensured an adequate repulsion of particles.

### Drug loading (DL%) and Entrapment Efficiency (EE%) determination

In order to investigate the amount of curcumin entrapped into the SLNs, UV spectrophotometrics analysis was performed, as reported in the Materials and Methods section. The drug loading value of SLNs prepared, expressed as weight percent ratio between entrapped curcumin and the total dried sample weight (DL% w/w) and the Entrapment Efficiency (EE%), expressed as the weight percent ratio between the amount of curcumin entrapped into SLNs and the total amount of curcumin used to prepare the particles, were 1.64% and 68.62% respectively.

### IC50 determination

In order to evaluate the cytotoxicity ability of free curcumin and curcumin-loaded SLN (Cur-SLN) in term of concentration that determined the 50% of growth inhibition (IC_50_), MCF10A, MCF7 and MDA-MB-213 cell lines were treated with increasing doses of free-Cur and Cur-SLN, ranging from 2.5 to 100 μM for 24 hours and subjected to long-term clonogenic assay.

Free-curcumin and Cur-SLN significantly inhibited the viability of MCF7 cells, which showed greater sensitivity to Cur-SLN than free-Cur, displaying IC_50_ values of 2.45 μM and 3.80 μM, respectively. The cytotoxic effect of Cur-SLN was comparable to that of free curcumin in MDA-MB-231 cells, where IC_50_ values were of 7.60 μM and 6.63 μM, respectively. Finally, MCF10A cells were more sensitive to Cur-SLN than to free curcumin, displaying IC_50_ values of 6.81 μM and 10.58 μM, respectively.

### Cell radiosensitization following combined treatments with free-Cur and Cur-SLN

To evaluate the radiosensitizing ability of Cur-SLN in comparison to free-Cur, we investigated the combined effects of each of these two molecules on BC cells exposed to different ionizing radiation (IR) doses.

MCF10A, MCF7 and MDA-MB-231 cell lines were treated with only RT with increasing photon doses of 2, 4, 6, 9 Gy or were irradiated after a pretreatment with 2.5, 5, 10 µM of free-Cur and Cur-SLN for 24 hrs. The surviving fraction (SF) values, obtained by clonogenic assay after treatments, were used in order to generate dose-response curves in absence or presence of a certain concentration of free-Cur or Cur-SLN for the three BC cell lines (See Additional file 1). This, in turn, led to define the dose modifying factor (DMF), arbitrarily calculated at the SF of 50% by means of a 2nd order polynomial fitting from the dose response curves (i.e. the relative dose of irradiation required to obtain the isoeffect of SF = 50% delivering the radiation treatment alone respect to combined treatments with different concentration of free-Cur or Cur-SLN) (Table 2)^23^. These values show an overall increasing radiosensitization effect, rising with the concentration of both the two drugs. However, the three cell lines show a different level of sensitivity to free-Cur and Cur-SLN. Indeed, the normal epithelial MCF10A showed to be the most sensitive to all the radiosensitizer combined treatments, in comparison with the other two tumorigenic cell lines, being more sensitive to the vehicle curcumin Cur-SLN for each concentrations tested. On the other hand, although a lesser radiosensitizer effect can be observed for the two tumorigenic cell lines, MCF7 resulted more sensitive to the treatment with increasing concentration of vehicled curcumin Cur-SLN, whereas MDA-MB-231 have proved to be more sensitive to free-Cur, reaching the maximum of radiosensitizer effect using 10 µM of free-Cur.

**Table 2:** Dose Modifying factors (DMF) for increasing concentrations of free-Cur and Cur-SLN.

		MCF10A	MCF7	MDA-MB-231
DMF_50__Photons/Photons + free-Cur	2,5 µM	1,29	0,99	0,93
	5 µM	1,44	0,92	1,08
	10 µM	2,28	1,68	1,72
DMF_50__Photons/Photons + Cur-SLN	2,5 µM	1,65	1,06	0,81
	5 µM	1,65	1,58	1,03
	10 µM	2,76	1,78	1,31

Table 2 displays the DMFs, arbitrarily calculated at the SF of 50%, by means of a polynomial fitting from the dose response curves.

As we decided to study GEP and metabolomic changes caused by the administration of the minimum concentrations of Cur-SLN, Figs 1–3 display the relative effect of combined treatments with 2,5 µM of free-Cur and Cur -SLN respect to that deriving from the exclusive treatment with IR. A better response with the minimum dose of 2,5 µM of loaded Curcumin (Cur-SLN) is observable for MCF10A and MCF7, whereas MDA-MD-231 receives a protective effect by low concentrations of both free-Cur and Cur-SLN.

**Figure 1:**
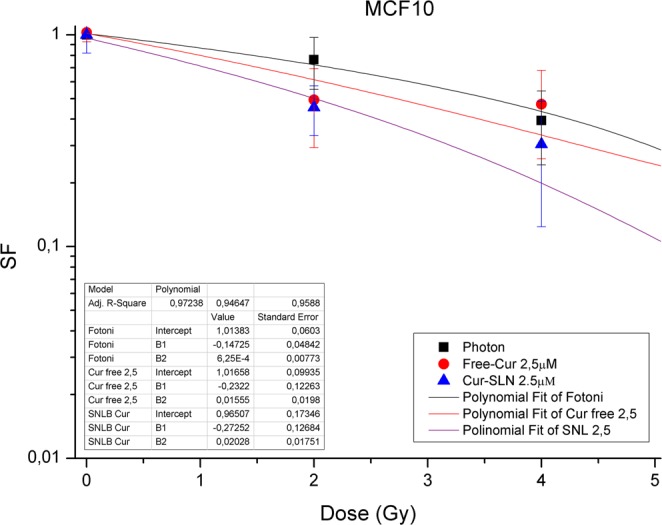
Dose-Response curves of MCF10A. Dose-Response curves of MCF10A cells subjected to increasing doses of IR with or without 2.5 µM of free-Cur and Cur-SLN.

**Figure 2:**
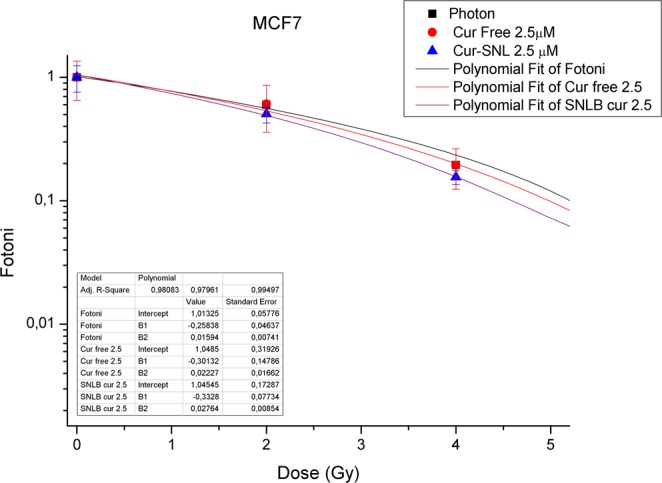
Dose-Response curves of MCF7. Dose-Response curves of MCF7 BC cells subjected to increasing doses of IR with or without 2.5 µM of free-Cur and Cur-SLN.

**Figure 3:**
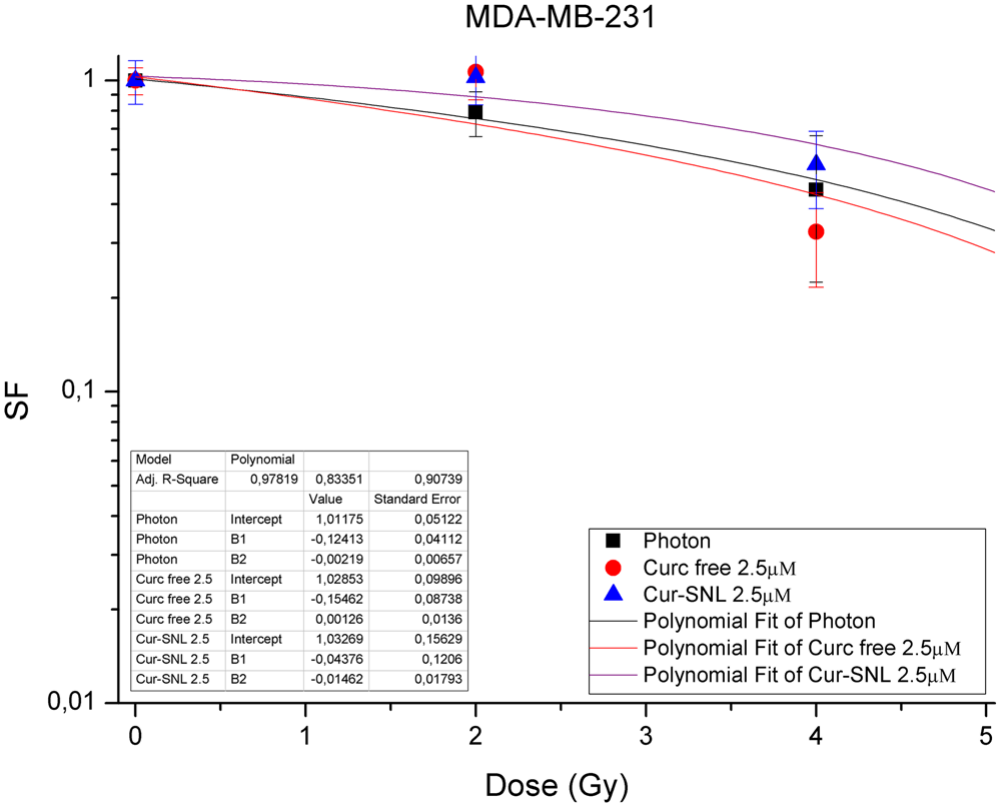
Dose-Response curves of MDA-MB-231. Dose-Response curves of MDA-MB-231 BC cells subjected to increasing doses of IR with or without 2.5 µM of free-Cur and Cur-SLN.

### Oxidative stress quantification

As shown in Fig. 4 the result of this assay shows and confirms the anti-oxidant properties of curcumin. Indeed, for all the three cell lines analyzed, a significant increase in the oxidative stress caused only by irradiation can be observed, whereas treatment with curcumin alone or in combination with IR is able to lower the level of cellular oxidative stress below the value of untreated cells (P < 0.05). Moreover, in the combined treatments, the level of oxidative stress is always significantly lower than that observed in samples subjected to irradiation only, demonstrating the curcumin efficacy in lowering the ROS levels produced following the administration of IR.

**Figure 4:**
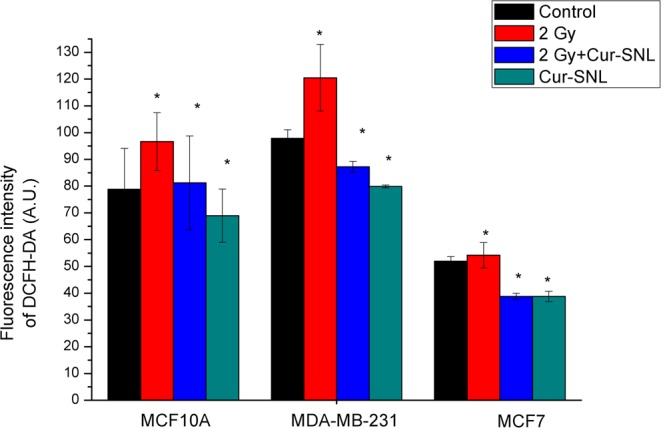
Determination of intracellular ROS production. Oxidative stress quantification performed measuring intracellular ROS levels with the DCFH-DA molecular probe in the MCF10A, MDA-MB-231 and MCF7 cell lines 24 hrs after treatments with 2 Gy, 2 Gy + Cur-SLN, Cur-SLN. The significance level respect to the control sample was set to *P < 0.05.

### Gene expression profiles and gene signatures after combined Cur-SLN and RI treatment

As above described we evaluated only GEP generated by Cur-SLN, as this formulation could have a clinic interest. Furthermore, we decided to evaluate the lowest dose/concentration combination (2 Gy/2.5 µM), a synergistic radiosensitizing treatment aims to obtain the maximum efficacy by administering the minimum doses of a drug and RI. Furthermore, it should be well-known that 2 Gy is the daily dose delivered in fractionated radiotherapy treatments.

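RNA of the non-tumorigenic breast epithelial line MCF10A, of the luminal adenocarcinoma line MCF7 and of the triple-negative adenocarcinoma line MDA-MB-231 was measured on 2-colour Agilent whole human genome arrays. The red channel (Cy5) held RNA of cells given 2.5 µM Cur-SLN and 2 Gy, and the green channel (Cy3) RNA of the same line given 2 Gy alone, collected after 24 hours. A log2 ratio above 0 therefore means a higher level with Cur-SLN. The green channel is described as irradiated in the sample labels and in the paper, whereas the labelling protocol of the same samples speaks of untreated cells; the former was used. The dyes were never swapped, and no array held cells given empty nanoparticles or free curcumin, so a ratio combines curcumin, lipid carrier and any dye bias. Genes that mark each line were checked in the green channel: luminal markers had a median log2 intensity of 16.05 in MCF7, against 9.61 in MCF10A and 9.34 in MDA-MB-231 cells, and mesenchymal markers 13.31 in MDA-MB-231 cells, against 11.08 in MCF10A and 7.80 in MCF7 cells.
The 6 files of each line are labelled as biological replicates. Against this, the array position in their headers shows that replicates 1, 3 and 5 are scans of 1 array, and replicates 2, 4 and 6 scans of another, so each line has 2 arrays of 3 scans each. Across probes, which are not independent replicates, the log2 ratios of bright probes correlated at r = 0.969 to 0.990 between scans of the same array and at 0.925 to 0.978 between the 2 arrays of a line. Scans of the same array were averaged, which leaves n = 2 arrays per line, and whether these came from separate cultures is not stated. MCF10A and MCF7 arrays shared a slide, while the MDA-MB-231 arrays were on another slide scanned on another day, so that for MDA-MB-231 cells the slide and the line cannot be told apart.
Of the 45015 spots, 1639 were controls, and the others held 41000 distinct probes of 60 bases. In the green channel 64.1% to 70.0% of the probe spots of a scan were well above background, and in the red channel 64.1% to 74.2%. Spot intensities, made by the authors with Feature Extraction 9.5.3.1, were corrected by normexp with an offset of 50 and normalized by loess within each scan, in limma. Local background values that the software marks as outliers (430 to 1114 per scan and channel) were first replaced by the scan's median, a step added after the background fit had been seen to fail. A probe was tested in a line when well above background in either channel on at least 3 of the 6 scans, and all 6 arrays entered the same fit. Below, a probe is called when its adjusted p is under 0.05 and its change at least 1.5-fold, and genes of a list counted as higher or lower are called ones. Gene lists were tested with camera in limma, at a preset correlation of 0.01 and with an estimated correlation. With these few arrays the latter has little power. A simulated list with a shift had p = 7.08e-89 from camera at the preset correlation and 0.00136 with an estimated one. A list that fails with an estimated correlation is thus not shown to be unmoved. On simulated log2 ratios of this size, with changes added after normalization, 100% of the probes changed 1.8-fold were called in each line. Of those changed 1.3-fold 0% were called, which the 1.5-fold minimum fixes in advance. On a simulated array taken through the normalization, a 2-fold change came out at a median log2 size of 0.99 for bright spots. For dim spots it came out at 0.56, short of the 1.5-fold minimum, so changes of dim probes can be missed. Probe positions are those of the array files (build hg17), and 23434 of the 41000 probes matched a gene of the reference table by accession.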

Here, we reported GEP data obtained applying a Two-Color Microarray-Based Gene Expression Analysis (Agilent technologies) on MCF10A, MCF7 and MDA-MB-231 breast cell lines treated with 2.5 µM Cur-SLN and irradiated with photon beams using the IR dose of 2 Gy. In particular, comparative differential gene-expression analysis revealed that multiple deregulated genes (DEG) were significantly altered, by 1.5-fold or greater according to the specific experimental configuration. MCF10A cells treated with Cur-SLN changed the expression levels of 846 genes (189 down regulated and 657 up regulated). On the other hand, 1265 DEGs were selected in MCF7 BC cell line Cur-SLN treated and, among these, 752 were up regulated while 513 were down regulated. 

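Metallothioneins, small proteins that bind zinc and other metals, rose with Cur-SLN in MCF10A cells. Of the 11 metallothionein genes tested, 5 were higher and none was lower (5 when adjusted over the list alone), with a median log2 ratio of 0.57 (camera adjusted p = 3.25e-06 and adjusted p = 0.365 with an estimated correlation). MT1X (chromosome 16, 55275399 to 55275458) had a log2 ratio of 1.08 (standard error 0.0237, adjusted p = 1.15e-13 from limma), and MT1H of 1.07 (standard error 0.0219, adjusted p = 5.81e-14). MT1A (1.04) and MT1G (0.76) were higher as well, although probes of such closely related genes can bind each other's RNA. Other large increases were those of the non-coding RNA MALAT1 (chromosome 11, 65026718 to 65026777), at 1.09 (standard error 0.0209, adjusted p = 2.82e-14 from limma), of the mitochondrial superoxide dismutase SOD2, at 1.05 (standard error 0.0605, adjusted p = 1.75e-09), and of STRIP2 (1.03), APOL6 (1.03), HDAC10 (1.01), ASAP1-IT1 (1.01) and CASP8 (0.99). Other probes of the same gene moved less, with -0.00 to 0.47 for MALAT1, 0.49 for SOD2, -0.10 for STRIP2, 0.02 for APOL6, 0.07 for HDAC10 and 0.26 to 0.31 for CASP8. Among 26 immediate early and MAPK feedback genes, which respond within hours to growth factors and stress, KLF6 (0.89), RASD1 (0.72) and JUN (0.63) were higher and none was lower (median 0.14, camera adjusted p = 0.0198 and adjusted p = 0.365 with an estimated correlation). RPL23 (0.64) and RPS2 (0.61) were higher among 34 cytosolic ribosomal protein genes, whose median was 0.35 (camera adjusted p = 7.43e-08 and adjusted p = 0.351 with an estimated correlation). Of other probes, 1 of KLF6 (0.03), those of RPL23 (0.15 to 0.29) and those of RPS2 (-0.28 to 0.34) moved less or the other way. With the Feature Extraction software's own signals neither of these lists passed.
Of 27 genes of the unfolded protein and ATF4 response, 8 were lower and none was higher, and the list's median of -0.14 turned to 0.19 when each scan was centred on its median in place of loess (camera adjusted p = 0.0214 and adjusted p = 0.365 with an estimated correlation). The list did not pass with that centring or with the software's own signals. The glutathione-degrading enzyme CHAC1 (chromosome 15, 39035814 to 39035873) had a log2 ratio of -1.13 (standard error 0.0327, adjusted p = 9.71e-12 from limma), and the cystine transporter SLC7A11 of -0.98 (standard error 0.0253, adjusted p = 5.47e-13). STC2 (-0.97), ASNS (-0.92), PHGDH (-0.80), ADD3 (-0.70), MTHFD2 (-0.70), CBS (-0.70), SLC1A4 (-0.68) and NUP98 (-0.67) were also lower, on both arrays, but after median centring only STC2 of these was still called. Other probes stood at -0.09 for ASNS, 0.09 for ADD3, -0.33 for CBS and -0.05 to 0.24 for NUP98. Of 38 genes of G2/M and mitosis, NDC80 (-0.64) alone was called, and the list's median of -0.20 turned to 0.13 with median centring (camera adjusted p = 1.05e-07 and adjusted p = 0.286 with an estimated correlation).
In all, 412 of 29458 probes tested were called in MCF10A cells, 350 higher and 62 lower, and 28 changed more than 2-fold. SGPP2, well above background only with Cur-SLN, was 2.01-fold higher as measured (adjusted p = 8.16e-10). The count was 1254 with the software's own signals, 1271 with the deposited series values, 2715 with median centring and 18347 with no minimum change, and an ordinary one-sample test on the 2 arrays gave 0 at an adjusted p under 0.05 (361 unadjusted).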

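Interferon-stimulated genes, part of the antiviral program, fell with Cur-SLN in MCF7 cells. Of 42 such genes tested, 17 were lower and none was higher (17 when adjusted over the list alone), with a median log2 ratio of -0.40 (camera adjusted p = 1.23e-14 and adjusted p = 0.104 with an estimated correlation). With median centring this median shrank to -0.07, though the list still passed. IFIT3 (chromosome 10, 91089342 to 91089401) had a log2 ratio of -1.10 (standard error 0.0345, adjusted p = 3.3e-12 from limma), IFI44L of -0.99 (standard error 0.0269, adjusted p = 6.68e-13) and DDX60 of -0.97. APOL6 also fell (-1.07), though its other probe stood at 0.08. Estrogen response genes include the secreted peptide TFF1 (chromosome 21, 42656509 to 42656568), which rose to a log2 ratio of 1.48 (standard error 0.0215, adjusted p = 2.04e-15 from limma), with 0.78 for its other probe, while the 22 genes of the estrogen receptor list had a median of 0.08 and did not pass (camera adjusted p = 0.919). Among genes with a proper symbol, the largest increase was that of the atypical MAP kinase MAPK4 (chromosome 18, 46511989 to 46512052), at 2.19 (standard error 0.0362, adjusted p = 5.01e-15 from limma). HOPX (1.58), TARP (1.52), CPE (1.27), SERHL2 (1.19), FER1L4 (1.12), CEMIP (1.11) and LAMA3 (1.08) followed, with 0.13 for the other probe of LAMA3. Besides the decreases above and the apoptosis genes given with Table 4, PFDN6 (-1.24), TAF5L (-1.22), MALAT1 (-1.05), TAF15 (-1.04) and HIRA (-1.0) fell. Another probe of TAF5L (-0.05) and of TAF15 (0.11) did not follow, nor did 3 of MALAT1 (-0.12 to 0.25). The MALAT1 probe called lower here is not the one called higher in MCF10A cells. The calls of MALAT1 therefore do not show an opposite response of the gene in these lines. DDX60 and HIRA were no longer called after median centring.
Of 40 genes of G1/S and DNA replication none was called, and their median of -0.17 turned to 0.29 with median centring (camera adjusted p = 8.46e-07 and adjusted p = 0.167 with an estimated correlation). Likewise the median of 38 genes of G2/M and mitosis went from -0.09 to 0.33, and that of 35 genes of double-strand break repair from -0.05 to 0.28, with that centring (camera adjusted p = 2.49e-05 and 0.00257 and adjusted p = 0.168 and 0.174 with an estimated correlation). RPL8 (0.75) was the only called gene of 34 ribosomal protein genes, whose median was 0.17 (camera adjusted p = 0.000299 and adjusted p = 0.188 with an estimated correlation), and the list did not pass with the software's own signals. Of 30351 probes tested in MCF7 cells, 400 were called, 294 higher and 106 lower, and 30 changed more than 2-fold. This count was 1949 with the software's own signals, 1917 with the series values, 4702 with median centring, 617 with a normexp offset of 10 and 18575 with no minimum change, while the ordinary one-sample test gave 0 (382 unadjusted).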

Finally, in MDA-MB-231 BC cell lines treated with Cur-SLN we selected 2301 DEGs (112 down regulated and 1179 up regulated).

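In MDA-MB-231 cells the targets of the aryl hydrocarbon receptor AHR, which senses aromatic compounds, rose with Cur-SLN. Of 10 AHR targets tested, 5 were higher and none was lower (5 when adjusted over the list alone), with a median log2 ratio of 0.64 (camera adjusted p = 0.00048 and adjusted p = 0.219 with an estimated correlation). The enzymes CYP1B1 (1.19), ALDH3A1 (0.84) and CYP1A1 (0.79) and the amino acid transporter SLC7A5 (1.40) were among them. Metallothioneins rose too, with 5 of 11 higher, none lower and a median of 0.59 (camera adjusted p = 0.000408 and adjusted p = 0.311 with an estimated correlation), led by MT1H (0.75), MT2A (0.74), MT1X (0.73) and MT1G (0.71). Interferon-stimulated genes moved opposite to MCF7 cells: 11 of 41 were higher and none was lower (median 0.28, camera adjusted p = 0.000538 and adjusted p = 0.205 with an estimated correlation), among them IFI27 (0.83), SAMD9L (0.82), IFIT2 (0.79) and APOL6 (1.39), the last with 0.09 for its other probe. That median was 0.12 with background outliers left in and 0.41 with median centring. Of 27 targets of the inflammatory factor NF-kB, 8 were higher and none was lower (median 0.31, camera adjusted p = 0.0214 and adjusted p = 0.311 with an estimated correlation), including IL1B (1.19) and genes given with Table 5; with the software's own signals this list did not pass. Large increases of single genes were those of ANGPTL4 (chromosome 19, 8345169 to 8345228), a lipoprotein lipase inhibitor, at 2.41 (standard error 0.0276, adjusted p = 3.13e-17 from limma), the transporter ABCC3, at 1.92 (standard error 0.0203, adjusted p = 7.35e-18), and PDK4 (1.10), DDIT4 (1.55) and GDF15 (1.47). The mucosal glycoprotein gene DMBT1 reached 2.72 (standard error 0.0237, adjusted p = 1.13e-18), and SPINK4 2.90 (standard error 0.0455, adjusted p = 8.02e-15). CSGALNACT1 (2.42), ANXA10 (2.23), KRT86 (2.06), FBLN1 (1.99), SAA1 (1.93) and TNS4 (1.89) also rose, with 0.33 for the other probe of FBLN1.
Among the decreases, the matricellular gene CCN2 (chromosome 6, 132311823 to 132311882) had a log2 ratio of -1.31 (standard error 0.0222, adjusted p = 1.04e-15 from limma), the activin antagonist FST of -1.28 (standard error 0.0279, adjusted p = 1.33e-14) and FGF5 of -1.23. KRTAP2-4 (-1.84), SNCAIP (-1.52), SORCS3 (-1.38), CDH4 (-1.36), NAV3 (-1.26), AKAP12 (-1.23) and KISS1 (-1.20) were lower as well. Of 3 other probes of KRTAP2-4, 1 fell too (-1.59) and 2 did not follow (0.01 and 0.12), and those of CDH4 fell less (-0.31 to -0.23). Of 38 genes of G2/M and mitosis 7 were lower and none was higher (median -0.45, camera adjusted p = 1.01e-10 and adjusted p = 0.17 with an estimated correlation). XRCC5 (-0.65) and PRKDC (-0.61) were lower among 35 genes of double-strand break repair, whose median of -0.17 turned to 0.02 with median centring (camera adjusted p = 0.000332 and adjusted p = 0.205 with an estimated correlation). The median of 40 genes of G1/S and DNA replication, -0.12, also turned, to 0.17, and so did that of 24 tricarboxylic acid cycle genes, from -0.12 to 0.08 (camera adjusted p = 0.00955 and 0.0214 and adjusted p = 0.249 and 0.311 with an estimated correlation).
Altogether 1626 of 28032 probes tested were called in MDA-MB-231 cells, 1021 higher and 605 lower, and 222 changed more than 2-fold. Well above background only with Cur-SLN, PRKAR2A was at least 2.46-fold, PKNOX2 at least 2.37-fold and KLRC1 at least 2.22-fold higher, and well above it only without Cur-SLN, MAP3K7CL was at least 1.83-fold, NF2 at least 1.42-fold and DEFB103B at least 1.42-fold lower. Each of these bounds is the brighter signal over the larger of the dim signal and the lowest signal well above background on each scan. The other probe of PRKAR2A stood at -0.27. The count of calls was 559 when background values marked as outliers were left in place, which ended the calls of ALDH3A1, CYP1A1, SAMD9L, PDK4, SNCAIP, CDH4, NAV3, AKAP12 and PRKDC. It was 2941 with the software's own signals, 2963 with the series values, 3083 with median centring (52.0%, 52.1% and 95.1% of the calls higher, against 62.8%) and 20744 with no minimum change, and the ordinary one-sample test gave 0 (1483 unadjusted).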

Moreover, up and down regulated transcripts were selected and grouped according to their involvement in specific biological networks using Integrated pathway enrichment analysis with the DAVID tool^25^ and the top molecular pathways of DEG datasets were selected and reported in Tables 3–5.

**Table 3:** DAVID pathway analysis of the top pathways and related genes, deregulated after Cur-SLN treatment in MCF10 cell line.

Pathway analysis of GEP induced by SLNB-Cur in MCF10 non tumorigenic cell line					
Term		Genes count	%	P value	Genes
1	Lysine degradation	7	0.0071	0.0075125	KMT2C, WHSC1L1, ASH1L, WHSC1, SETD2, NSD1, SUV39H2
2	Transcriptional misregulation in cancer	12	0.0122	0.0255476	NFKBIZ, CCR7, RXRA, TP53, CDK9, FOXO1, MDM2, MLLT1, WHSC1, ZBTB16, JMJD1C, RUNX2

**Table 4:** DAVID pathway analysis of the top-5 pathways and related genes, deregulated after Cur-SLN treatment in MCF7 BC cell line.

Pathway analysis of GEP induced by SLNB-Cur in MCF7 BC cell line					
Term		Genes count	%	P value	Genes
1	Cytokine-cytokine receptor interaction	21	0.0145	0.0257	TNFRSF6B, TNF, OSMR, TNFRSF25, CSF1, LIFR, CD70, CX3CL1, CCL28, IL11RA, TGFB2, LIF, AMH, IL17A, IL20RB, CCR3, IL2RG, LTB, LTA, IL3RA, BMPR1A
2	Apoptosis	9	0.0062	0.0186	TNF, BAX, PIK3CD, CASP8, TP53, IL3RA, PIK3R1, AKT2, PIK3R2
3	Platelet activation	14	0.0097	0.0246	F2RL3, ADCY2, PIK3CD, ITGA2, APBB1IP, COL5A2, JMJD7-PLA2G4B, P2RX1, PRKACA, COL1A1, COL11A2, PIK3R1, PIK3R2, AKT2
4	Tyrosine metabolism	6	0.0041	0.0397	TYR, PNMT, MAOA, AOX1, HPD, AOC3
5	Glucagon signaling pathway	11	0.0076	0.0428	LDHB, CPT1B, ADCY2, PYGM, GCK, PPP3R1, PRKACA, ACACB, PPARGC1A, GCGR, AKT2

**Table 5:** DAVID pathway analysis of the top-5 pathways and related genes, deregulated after Cur-SLN treatment in MDA-MB-231 BC cell line.

Pathway analysis of GEP induced by SLNB-Cur in MDA-MB-231 BC cell line					
Term		Genes count	%	P value	Genes
1	FoxO signaling pathway	27	0.0094	0.0006	ATG12, FOXO1, TGFB2, IGF1R, PRMT1, FBXO25, CAT, EGF, AGAP2, PIK3R1, EGFR, GABARAPL2, IL6, PRKAB2, TGFBR2, SKP2, HOMER2, ATM, CDK2, BCL2L11, TNFSF10, PLK4, MAPK13, MAPK14, FBXO32, GADD45B, GADD45A
2	Cell cycle	24	0.0084	0.0021	ANAPC1, E2F2, E2F5, RBL1, SKP2, TTK, PRKDC, CDC20, WEE1, CDK2, ATM, TGFB2, MAD2L1, BUB1, TFDP2, YWHAQ, BUB1B, ANAPC7, ABL1, GADD45B, GADD45A, CCNA2, BUB3, TFDP1
3	TGF-beta signaling pathway	18	0.0063	0.0030	SMAD9, LTBP1, ROCK1, E2F5, FST, TGFBR2, RBL1, RPS6KB2, TGFB2, ID2, ID1, ZFYVE16, SMURF2, SMURF1, BAMBI, BMPR1A, BMP6, TFDP1
4	TNF signaling pathway	19	0.0066	0.0152	TRAF1, ICAM1, IL6, CSF1, CREB1, CXCL2, EDN1, NFKBIA, CREB5, CX3CL1, MMP14, CXCL10, RPS6KA5, BAG4, ATF4, MAPK13, MAPK14, MAP2K6, PIK3R1
5	Phosphatidylinositol signaling system	17	0.0059	0.0299	PRKCA, INPP1, PIK3C2A, PIK3C2B, SYNJ1, ITPKB, PI4K2B, PIP5K1A, DGKA, DGKE, PLCD4, INPP5E, MTMR8, INPP5D, PLCB1, INPP5B, PIK3R1

The result of this mapping revealed the involvement of a set of factors controlling cellular processes described as follows.

Summarizing, as displayed in Table 3, only 2 statistically relevant pathways were selected in MCF10A cell line treated with Cur-SLN. In particular, lysine degradation pathway is known to be mainly involved in the Acetyl-CoA production, modulated by curcumin through mitochondrial fatty acid oxidation^31^, whereas transcriptional misregulation in cancer signaling contains several factors known to be deregulated in cancer cells because of their key roles in controlling cell survival/death balance.

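Of the histone lysine methyltransferase genes that Table 3 lists under lysine degradation, the H3K36 enzyme NSD3 (WHSC1L1 in the table) was higher in MCF10A cells. Its log2 ratio was 0.71 (standard error 0.0241, adjusted p = 6.37e-12 from limma) on chromosome 8, 38324522 to 38324581, while its other probes stood at -0.07 to 0.17. ASH1L (0.54) came close to the 1.5-fold minimum, and none of the 7 genes was lower. The median over the 7 genes was -0.02, their mean 0.15, and the list did not pass (camera adjusted p = 0.815 and adjusted p = 0.849 with an estimated correlation). In the second term FOXO1, a factor of stress resistance and cell death, had a log2 ratio of 0.78 (standard error 0.0207, adjusted p = 6.26e-13), with 0.21 for its other probe, and the retinoid receptor RXRA of 0.74 (standard error 0.0206, adjusted p = 1.04e-12), with 0.15 for its other probe. NFKBIZ (0.74), MDM2 (0.59) and ZBTB16 (0.59) were higher and RUNX2 (-0.60) was lower, on both arrays, with 0.03 for the other probe of MDM2. CDK9 (0.54) and TP53 (0.45) rose by less than 1.5-fold. Thus 5 of 12 genes were higher and 1 lower (5 and 1 when adjusted over the list alone), with a median of 0.50 (camera adjusted p = 0.118 and adjusted p = 0.415 with an estimated correlation). The call of RUNX2 was lost with median centring, that of MDM2 and RUNX2 with background outliers left in, and both without 1 of the arrays. As the table's genes were chosen by the study on these samples, their counts are not independent evidence.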

On the other hand, in MCF7 BC cell line Cur-SLN causes the deregulation of molecules belonging to apoptosis induction, inflammation signaling (sustained by cytokine and platelet activation pathways), tyrosine metabolism known to be involved in cellular stress response and in glucagon signaling pathway, recently described as modulated by curcumin to improve glucose tolerance (Table 4)^32–37^.

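Apoptosis genes of Table 4 fell in MCF7 cells. The pore-forming effector BAX (chromosome 19, 54156716 to 54156775) had a log2 ratio of -1.43 (standard error 0.0196, adjusted p = 1.78e-15 from limma) and its other probes -1.34 to -0.12. The initiator caspase gene CASP8 (chromosome 2, 201977344 to 201977403) had -1.04 (standard error 0.0307, adjusted p = 1.63e-12 from limma), while its other probe stood at 0.08. TNF (-0.66) and PIK3R1 (-0.65) were lower too, and TP53 (-0.43), PIK3R2 (-0.30) and AKT2 (-0.21) fell by less than 1.5-fold. Other probes of TNF (-0.07) and PIK3R1 (-0.19) moved less. None of the 9 genes was higher, the nearest being IL3RA (0.13) and PIK3CD (0.11). With 4 of 9 lower (4 when adjusted over the list alone) and a median of -0.43, the list passed (camera adjusted p = 0.000544 and adjusted p = 0.174 with an estimated correlation). Monoamine and aldehyde oxidation genes of the tyrosine metabolism term rose: MAOA (chromosome X, 43359931 to 43359990) had a log2 ratio of 1.10 (standard error 0.0212, adjusted p = 2.8e-14 from limma) and AOX1 of 0.88 (standard error 0.0203, adjusted p = 1.84e-13). With AOC3 at 0.44, 2 of 5 genes tested were higher and the median was 0.44 (camera adjusted p = 0.0142 and adjusted p = 0.239 with an estimated correlation), but the list did not pass with median centring or without the filter on dim probes.
TNFRSF6B (0.83), TNFRSF25 (0.69), IL11RA (0.65) and IL20RB (0.63) were higher and TNF and LTB (-0.60) lower among 21 genes of cytokine-cytokine receptor interaction (median 0.12, camera adjusted p = 0.873). In the platelet activation term COL11A2 (0.86), JMJD7-PLA2G4B (0.80) and COL1A1 (0.60) were higher and PIK3R1 lower, of 12 tested (median 0.11, camera adjusted p = 0.909). Of 9 glucagon signaling genes, the carnitine palmitoyltransferase CPT1B (0.60) was higher and the calcineurin subunit PPP3R1 (-0.66) lower (median 0.15, camera adjusted p = 0.995), with 0.12 for the other probe of PPP3R1. These 3 lists did not pass, with 4 higher and 2 lower, 3 and 1, and 1 and 1 when adjusted over the list alone. Calls of TNF, LTB, PIK3R1, IL11RA, COL1A1, CPT1B and PPP3R1 were lost when background outliers were left in, and those of LTB and PIK3R1 with median centring. The lists of Table 4 are not independent evidence, having been drawn from these samples.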

Finally, as displayed in Table 5, in MDA-MB-231 BC cell line the Cur-SLN treatment activate specific set of genes controlling cell cycle process, TGF-beta pathway, TNF signaling, phosphatidylinositol signaling and FoxO signaling pathway.

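Cell cycle genes of Table 5 fell in MDA-MB-231 cells. SKP2 (chromosome 5, 36206229 to 36206288), a ubiquitin ligase subunit that removes cell cycle inhibitors, had a log2 ratio of -1.01 (standard error 0.0248, adjusted p = 4.15e-14 from limma). The spindle checkpoint kinase BUB1B (chromosome 15, 38300120 to 38300179) had -0.87 (standard error 0.0232, adjusted p = 9.68e-14), and cyclin A2, CCNA2 (chromosome 4, 123097600 to 123097659), -0.86 (standard error 0.0221, adjusted p = 6.44e-14). GADD45A (-0.79), CDC20 (-0.77), BUB1 (-0.73), E2F5 (-0.63), TTK (-0.62) and WEE1 (-0.61) were lower as well, and E2F2 alone was higher (0.88), with -0.20 for its other probe. Counting PRKDC, 10 of 24 genes were lower and 1 higher (10 and 1 when adjusted over the list alone), and the list's median was -0.55 (camera adjusted p = 1.35e-05 and adjusted p = 0.205 with an estimated correlation). GADD45A, CDC20, BUB1 and PRKDC lost their calls with median centring.
In the TGF-beta term, besides FST, BMP6 (-0.99), SMURF2 (-0.74) and SMAD9 (-0.69) and E2F5 were lower, while LTBP1 (0.84), TGFBR2 (0.76), BAMBI (0.71) and ID2 (0.60) were higher, with -0.04 for the other probe of SMURF2. Of 18 genes 4 were higher and 5 lower (4 and 5 when adjusted over the list alone), with a median of -0.34 (camera adjusted p = 0.0332 and adjusted p = 0.311 with an estimated correlation), and the list did not pass with the software's own signals or with background outliers left in. In the TNF term IL6 had a log2 ratio of 1.16 (standard error 0.0246, adjusted p = 1.05e-14 from limma), followed by CXCL2 (1.14), NFKBIA (0.98), MMP14 (0.86), MAP2K6 (0.78), ATF4 (0.71) and ICAM1 (0.63), while the vasoconstrictor gene EDN1 fell (-0.93); the other probe of ATF4 stood at 0.08. With 7 higher and 1 lower of 18 (7 and 1 when adjusted over the list alone), this list had a median of 0.24 and did not pass (camera adjusted p = 0.242). Of 15 phosphatidylinositol signaling genes tested, 4 were called higher and none lower (4 when adjusted over the list alone): PIK3C2B, at 1.34 (standard error 0.0236, adjusted p = 1.53e-15), and PLCD4 (0.74), INPP5D (0.61) and PRKCA (0.60), although the other probe of PRKCA was itself called lower (-0.63). Yet 11 of the 15 lay below 0, and their median was -0.25 (camera adjusted p = 0.0861). FoxO signaling genes went both ways, with FOXO1 (0.86), TNFSF10 (0.76) and GABARAPL2 (0.69), IL6 and TGFBR2 higher and EGFR (-0.71) and HOMER2 (-0.63), SKP2 and GADD45A lower, of 24 tested (median -0.06, camera adjusted p = 0.443). Left-in background outliers ended the calls of BMP6, LTBP1, MMP14, ICAM1, PLCD4, INPP5D and PRKCA. The study chose these lists on the same samples, so they are not independent evidence.

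**Figure D1:**
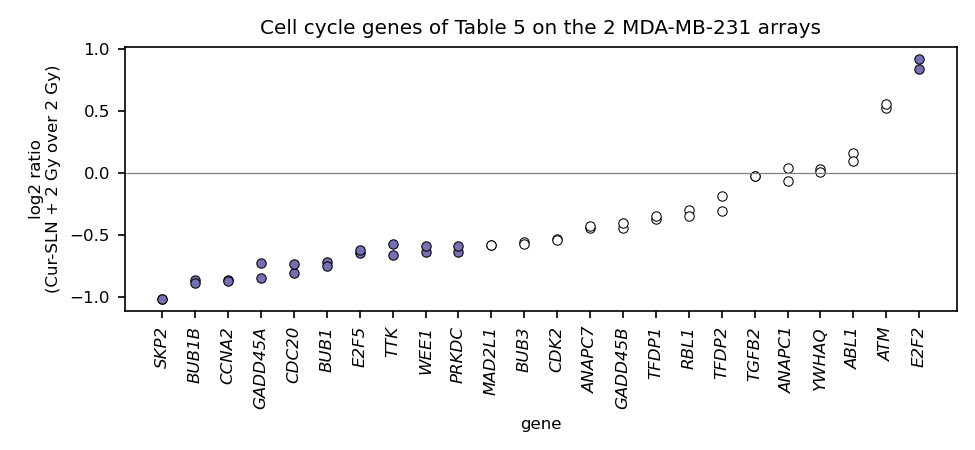
Log2 ratio (vertical axis) of the 24 cell cycle genes of Table 5 (horizontal axis) in MDA-MB-231 cells, Cur-SLN and 2 Gy over 2 Gy alone; each point is 1 of 2 arrays, filled where the gene was called. The 10 genes called lower lie below 0 on both arrays, from SKP2 at -1.01 on average, and E2F2 lies above; the calls of GADD45A, CDC20, BUB1 and PRKDC were lost with median centring.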

### Analysis of selected gene signatures Cur-SLN treatment induced

Finally, in order to evaluate the unique and common DEG lists and cellular process modulated by these factors after Cur-SLN treatments in MCF10A, MCF7 and MDA-MB-231 cell lines, we performed Venn diagrams as shown in Fig. 5.

**Figure 5:**
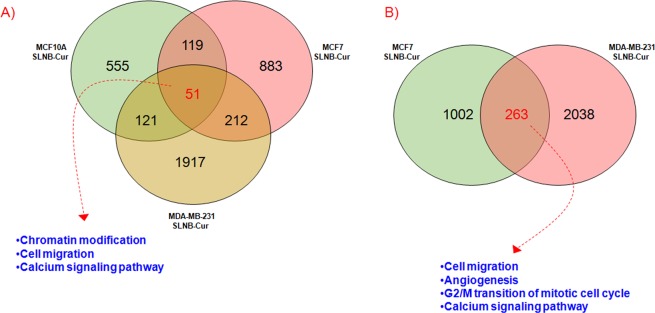
Venn diagrams of unique and shared differentially expressed genes by breast cell lines after combined treatments with IR/2,5 µM Cur-SLN. (**A**) A 51-gene signature of shared deregulate genes after Cur-SLN treatment was selected among MCF10A, MCF7 and MDA-MB-231 breast cell lines. The top-GO Biological processes were also displayed. (**B**) A 263-gene signature of common deregulated genes was selected for MCF7 and MDA-MB-231 BC cell lines and the top-GO biological processes regulated by these genes, were also reported in the figure.

As displayed in Fig. 5A, common and unique DEGs were selected among all the configurations analyzed in this work. 

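Whether the lines responded differently was tested as a contrast between their log2 ratios in the same limma fit. MCF10A and MCF7 arrays shared a slide, but in contrasts with MDA-MB-231 cells the line and its slide cannot be told apart. Interferon-stimulated genes differed most between the tumorigenic lines, with a median difference of 0.72 for MDA-MB-231 minus MCF7 cells (camera adjusted p = 7.23e-14 and adjusted p = 0.112 with an estimated correlation) and of -0.38 for MCF7 minus MCF10A cells (adjusted p = 1.4e-10; 0.169 with an estimated correlation). AHR targets were higher by a median of 0.65 in MDA-MB-231 than in MCF7 cells (camera adjusted p = 0.000111) and by 0.61 than in MCF10A cells (adjusted p = 0.00165). Metallothioneins set MCF7 cells apart, at -0.67 against MCF10A cells (camera adjusted p = 0.000142), with MDA-MB-231 cells 0.57 above MCF7 cells (adjusted p = 0.000494). The ATF4 response was higher in MDA-MB-231 than in MCF10A cells by a median of 0.61 (camera adjusted p = 4.02e-05). Its MCF10A median, however, turned from -0.14 to 0.19 with median centring, under which the list differences were not tested. With an estimated correlation none of these list differences passed. Single genes called in opposite directions in MCF7 and MDA-MB-231 cells numbered 8 probes, among them TXNIP, an inhibitor of thioredoxin and glucose uptake (-0.96 and 0.87), APOL6, EDN1, KYNU (-0.70 and 0.73), PSMB9 (-0.81 and 0.74) and XAF1 (-0.59 and 0.79); TXNIP in MCF7 cells was no longer called with median centring. Between MCF10A and MCF7 cells there were 8 such probes, including CASP8 and the inflammatory S100A8 (0.62 in MCF10A and -0.93 in MCF7), and between MCF10A and MDA-MB-231 cells 11, including DMBT1 (-0.60 in MCF10A). The difference itself was called for each of these probes. APOL6 and CASP8 were called through a single probe each, and their other probes, given above, were not called. KYNU, PSMB9, XAF1 and S100A8 were chosen after their values had been seen.
Over all probes, 1857 of 32165 differed between MDA-MB-231 and MCF7 cells, 943 of 32455 between MCF7 and MCF10A cells and 2480 of 31217 between MDA-MB-231 and MCF10A cells. Of the 322 probes called in MCF10A cells alone, 109 also differed from both other lines by these contrasts, as did 127 of 319 in MCF7 cells and 711 of 1521 in MDA-MB-231 cells. Counts of differing probes were 4344, 3786 and 4834 with the software's own signals, 4051, 3275 and 4893 with the series values and 4586, 3230 and 3933 with median centring; for MCF7 against MCF10A cells it was 1516 with a normexp offset of 10, and with background outliers left in, 833 for MDA-MB-231 against MCF7 and 1134 against MCF10A cells. The paper reasons from the number of genes deregulated in 1 line and not in the others (Fig. 5A) that the response depends on the cell line.

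**Figure D2:**
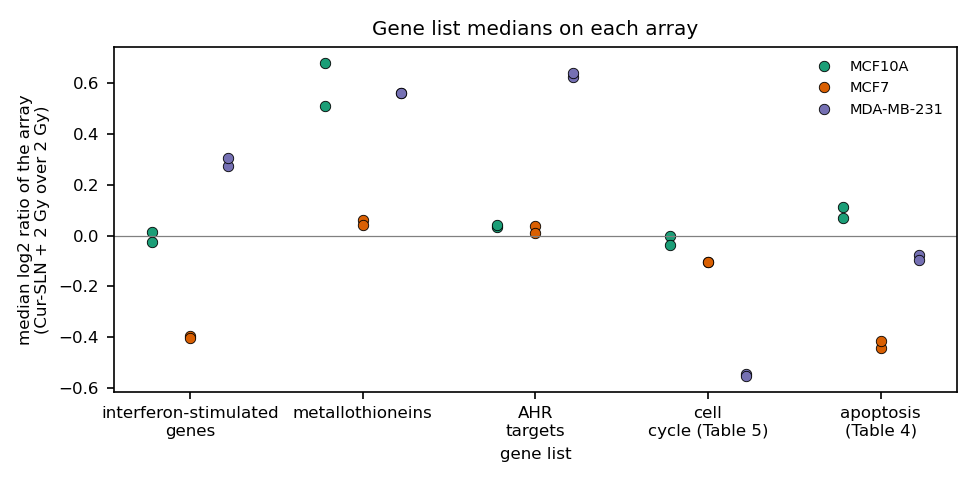
Median log2 ratio (vertical axis) of 5 gene lists (horizontal axis) on each array, Cur-SLN and 2 Gy over 2 Gy alone; each point is 1 of the 2 arrays of a line. For interferon-stimulated genes the 2 points of each line lie closer together than the lines do. For AHR targets MDA-MB-231 cells stand apart while MCF10A and MCF7 cells overlap, and for metallothioneins MCF7 cells lie below the other lines, which overlap. The cell cycle median of MCF7 cells, below 0 here, was 0.21 with median centring. The MDA-MB-231 arrays were on a slide of their own.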

So, here we report an overall cell-dependent gene expression deregulation after Cur-SLN treatments. Moreover, as shown in Fig. 5A, 51 differentially expressed genes (51-gene signature) were shared among the three cell lines treated with Cur-SLN. 

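The Ras-related, dexamethasone-inducible gene RASD1 was higher with Cur-SLN in the 3 lines, with a log2 ratio of 0.72 in MCF10A, 0.83 in MCF7 and 1.66 in MDA-MB-231 cells (standard error 0.0257 in each and adjusted p = 9.69e-12, 3e-12 and 3.93e-16 from limma). Also higher in each line were the rod opsin gene RHO (0.85, 0.96 and 1.15), the Rho exchange factor gene ARHGEF15 (0.80, 0.95 and 1.15), the phospholipid-modifying enzyme gene HRASLS5 (0.85, 0.85 and 1.39) and the sarcosine dehydrogenase gene SARDH (0.85, 0.73 and 0.95). PALM2AKAP2 (0.86, 0.65 and 0.89), DLGAP4 (0.76, 0.68 and 0.75) and 2 regulators of chromatin and transcription, BICRA (0.67, 0.76 and 0.88) and NACC1 (0.65, 0.74 and 0.62), were higher in the 3 lines too. Other probes often did not follow: in MCF10A cells 1 of BICRA (-0.01) and of NACC1 (-0.00), in MCF7 cells 1 of ARHGEF15 (0.01), BICRA (0.08), SARDH (0.10) and NACC1 (-0.11), and in MDA-MB-231 cells 1 of SARDH (0.04), DLGAP4 (0.01) and BICRA (0.00) and 2 of NACC1 (-0.02 and 0.05), while 1 of PALM2AKAP2 was called lower there (-0.60). APOL6 was called in each line as well, but lower in MCF7 cells. DLGAP4, BICRA and NACC1 were chosen after their values had been seen. Of 25313 probes tested in each line, 16 were called in the 3 lines, 15 of them in the same direction and all 15 higher, where independent lists would share 0.275, and 0.109 in the same direction. The paper's 51 genes hold 12 of the 16. With no dye swap, a probe whose ratio is raised by the dyes alone would be higher in each line. Shared calls numbered 38 with the software's own signals, 39 with the series values, 510 with median centring, 10 with background outliers left in, 9755 with no minimum change and 0 with the ordinary one-sample test (15 unadjusted).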

Regarding these genes, GO Biological processes analysis conducted by the DAVID tool, revealed the activation of chromatin modification, cell migration and calcium signaling pathways. Finally, as displayed in Fig. 5B, we compared the list of DEGs of the two tumorigenic MCF7 and MDA-MB-231 BC cell lines treated with Cur-SLN, producing Venn diagrams (Fig. 5B). In particular, a 263-gene signature was selected and composed by DEGs involved in cell migration, angiogenesis, G2/M transition of mitotic cell cycle and calcium signaling pathways.

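Among the probes called higher in both tumorigenic lines, that of hyaluronan-binding CEMIP, linked to cell migration, had a log2 ratio of 1.11 in MCF7 and 1.52 in MDA-MB-231 cells, and the hormone-processing enzyme CPE one of 1.27 and 0.67. TFF1 was higher in both, at 1.01 in MDA-MB-231 cells, as were the extracellular TGFBI (0.74 and 0.71), the metalloproteinases MMP19 (0.86 and 0.77) and ADAM8 (0.62 and 0.77) and the axon guidance and angiogenesis gene SEMA3B (0.76 and 0.94). The nuclear receptor NR4A2 (0.78 and 0.84) and FER1L4 (1.12 and 0.92) were also higher in both lines. ADAM8 and SEMA3B were chosen after their values had been seen. Of 26212 probes tested in both lines, 56 were called in both, 47 higher in both, 1 lower in both and 8 in opposite directions, where independent lists would share 19.3 (Fisher's exact test across probes, which are not independent, two-sided, odds ratio 3.35, p = 6.74e-13). MCF10A shared 41 called probes with MCF7 cells, against 5.16, of which 33 went in the same direction (against 3.43) and 8 in opposite ones, and 65 with MDA-MB-231 cells, against 22.2, of which 54 went in the same direction (against 13.01) and 11 in opposite ones. The paper's 263 genes hold 43 of the 56. There were 228 shared calls with the software's own signals and with the series values, 1148 with median centring, 89 with a normexp offset of 10, 30 with background outliers left in, 13694 with no minimum change and 0 with the ordinary one-sample test (49 unadjusted).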

Moreover, in the Supplementary Files 1 and 2 we highlighted the gene expression value details of 51- and 263 gene signatures, respectively.

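Each of the 51 and 263 fold changes that the paper tabulates equals, within a tolerance of 0.001 on the log2 scale, the mean over the 6 scans of the software's own log ratio of a probe, which identified the probe behind each value. SPINK4, a trypsin inhibitor gene, was called in MDA-MB-231 cells alone, with a log2 ratio of 0.54 in MCF7 cells (adjusted p = 2.33e-07) and no test in MCF10A cells for lack of signal. AMER2, a regulator of Wnt signaling, was called higher in MCF10A (0.96) and MDA-MB-231 cells (0.65) and had 0.42 in MCF7 cells, where no scan was well above background in both channels. KLHL34 (-0.31 in MCF10A), OR2W3 (0.32 in MCF7 and 0.21 in MDA-MB-231) and C1orf189 (-0.33 in MCF7) were called in no line and not tested in the others. From the 263 genes, CSGALNACT1 had 0.54 in MCF7 cells, FAM9B 1.8, CFAP70 0.85 and lnc-GGCT-1 1.40 in MDA-MB-231 cells; the last 2 were dim, with no scan well above background in both channels there. QKI (-0.38 in MDA-MB-231) and CTAGE5 (0.33 and 0.48) were not called. Of the 51 probes, 34 were tested in MCF10A, 40 in MCF7 and 28 in MDA-MB-231 cells, each with the paper's sign, and 16, 14 and 18 were called. Of the 263, 213 were tested in MCF7 and 195 in MDA-MB-231 cells, again each with the paper's sign, and 60 and 95 were called. Because each probe was found through its value in these same scans, the shared sign is not an independent check. Only 39.2%, 41.2% and 43.1% of the 51 probes, and 53.6% and 58.2% of the 263, were well above background in both channels on at least 4 of 6 scans of these lines. As a list in MCF10A cells, the 51 genes had a median of 0.17, with 11 of 34 higher and none lower (camera adjusted p = 0.00905 and adjusted p = 0.415 with an estimated correlation), and the list did not pass with median centring or without the filter on dim probes. With median centring, 70.6% of the 51 probes kept the paper's sign in MCF10A cells and 75.0% in MCF7 cells, and 78.4% of the 263 in MCF7 cells. Both signatures were chosen by the study on these samples and are not independent evidence.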

These data highlight the wide range of curcumin bioactivities, that could help to obtain successful treatment plans in combination with RT.

### Metabolomics change induced by Curcumin-Loaded SLN and irradiation treatments

To further understand better the effects induced by combined treatment of 2.5 µM Curc-SLN and irradiation with 2 Gy of photon beams in MCF10A, MCF7 and MDA-MB-231 human breast cell lines, we performed metabolomic analysis using gas chromatography/mass spectrometry (GC/MS) and liquid chromatography/mass spectrometry (LC/MS) systems.

The hierarchical clustering plot of metabolomic profiling revealed a similar metabolic phenotype between the two human breast cancer cell lines MCF7 and MDA-MB-231 under 2 Gy and 2 Gy/Cur-SLN treatments, as compared to MCF10A normal breast cell line (compare the right *vs* left side of the hierarchical clustering plot) (Fig. 6A). In particular, untargeted metabolic profiling, corresponding to the upper part of the hierarchical clustering plot, showed enrichment of increased of metabolites levels involved in anti-oxidant response such as: GSH metabolism, arginine and proline metabolism, pentose phosphate pathway (PPP) and taurine and hypotaurine metabolism, as well as in metabolites involved in fatty acids and nucleotide metabolism in MCF7 and MDA-MB-231 cell lines under 2 Gy and 2 Gy/Cur-SLN treatments, respect to MCF10A cells under the same conditions (Fig. 6B). On the contrary, the same cell lines (MCF7 and MDA-MB-231) under 2 Gy and 2 Gy/Cur-SLN treatments, showed significant decreased levels of metabolites involved in amino acids metabolism, TCA cycle and glycolysis as compared to MCF10A under the same conditions (see the lower part of the hierarchical clustering plot) (Fig. 6C). Moreover, the identification of the single branch clustering of MCF7 under 2 Gy/Cur-SLN treatments (yellow color) as compared to others (Fig. 6A) prompted us to perform a deeper statistical analysis in order to evaluate better the radiosensitising effect of loaded-curcumin in respect to irradiation only for each cell line studied. Statistical analysis of MCF10A exposed to 2 Gy *vs* 2 Gy/Cur-SLN treatments showed significant metabolites involved mostly in amino acids metabolism, highlighting increased significant levels of glucose and citrate in MCF10A exposed to the combined treatment of irradiation plus loaded curcumin (Fig. 7A). Similarly to MCF10A cells, comparison of MDA-MB-231 cancer cell line exposed to 2GY *vs* 2 Gy/Cur-SLN treatments showed significant metabolites involved both in amino acids metabolism and in anti-oxidant processes such as taurine and hypotaurine metabolism, fatty acids and TCA cycle (Fig. 7C). Finally, consistently with previous results observed in MDA-MB-231 cells, also MCF7 cells exposed to 2 Gy *vs* 2 Gy/Cur-SLN treatments showed significant increased metabolites involved in amino acids metabolism, in anti-oxidant action, fatty acids and TCA cycle probably also due to the activation of autophagy mechanism (Fig. 7B).

**Figure 6:**
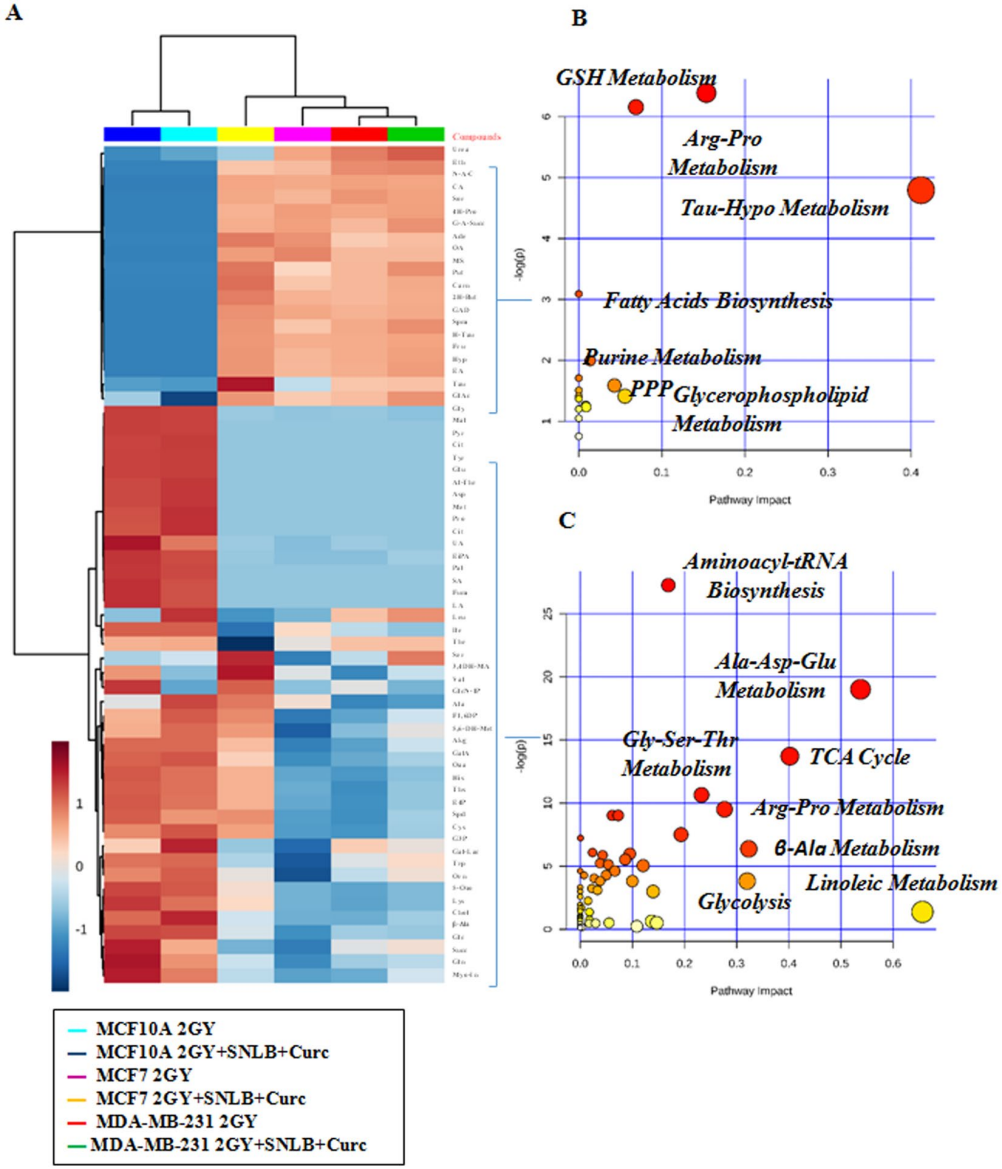
Comparative analysis of MCF10A, MCF7 and MDA-MB-231 by Hierarchical Clustering and untargeted enrichment plots. (**A**) Comparative analysis of MCF10A, MCF7 and MDA-MB-231 by Hierarchical Clustering. (**B**) Untargeted enrichment plot displaying increased metabolites levels in MCF7 and MDA-MB-231 under 2 Gy and 2 Gy/Cur-SLN treatments, respect to MCF10A under the same condition. (**C**) Untargeted enrichment plot displaying decreased metabolites levels in MCF7 and MDA-MB-231 under 2 Gy and 2 Gy/Cur-SLN treatments, respect to MCF10A under the same condition.

**Figure 7:**
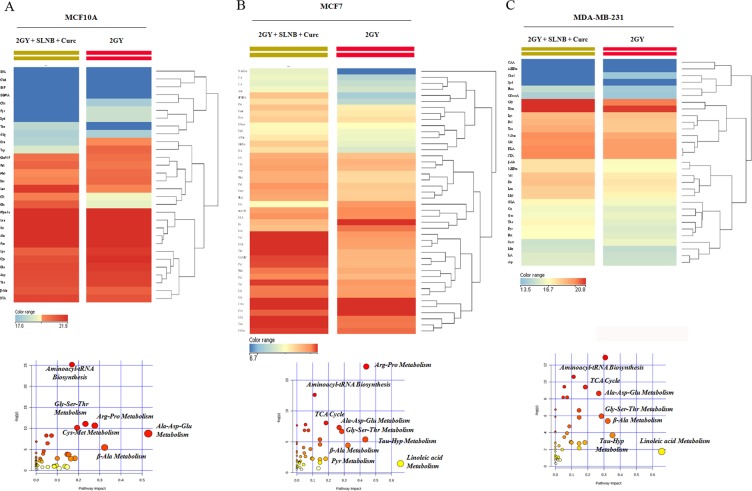
Hierarchical Clustering analysis and untargeted enrichment plots of MCF10A, MCF7 and MDA-MB-231 exposed to 2 Gy vs 2 Gy/Cur-SLN treatments. (**A**) Hierarchical Clustering analysis and untargeted enrichment plots of MCF10A, exposed to 2 Gy vs 2 Gy/Cur-SLN treatments. (**B**) Hierarchical Clustering analysis and untargeted enrichment plots of MCF7, exposed to 2 Gy vs 2 Gy/Cur-SLN treatments. (**C**) Hierarchical Clustering analysis and untargeted enrichment plots of MDA-MB-231, exposed to 2 Gy vs 2 Gy/Cur-SLN treatments.

Therefore, taken together, these results showed that the effect of Cur-SNLB administration on breast cell lines exposed to irradiation is to exert a protective role against oxidative stress-induced by irradiation damage and to induce an antitumor effect through autophagy mechanism activation^38^.

## Discussion

The main aim of this research study was to evaluate the radiosensitizing effects mediated by Cur-SLN in comparison to that generated by free-Cur, using an *in vitro* approach on three immortalized breast cell lines: the epithelial non-tumorigenic MCF10A cell line and the two tumorigenic MCF7 (Luminal A: ER+/PR+/HER2−), and MDA-MB-231 (triple-negative: ER−/PR−/HER2−) cell lines. Specifically, these cell lines were subjected to single or combined treatment using four doses of IR (2, 4, 6 and 9 Gy) and 6 concentrations of free-Cur or Cur-SLN (2.5, 5, 10, 25, 50 and 100 μM). Empty SLN has been also tested for cellular toxicity on the three cell lines under study using the same above reported concentrations, showing it not to be toxic. The IC_50_ evaluation showed that all the cell lines tested are sensitive to treatment with free and curcumin loaded-SLN. However, the MCF7 tumorigenic cell line showed a strong sensitivity to treatment with Cur-SLN and free-Cur, compared to the other two cell lines analysed, with IC_50_ values of 2.47 μM and 3.81 μM, respectively. On the other hand, the two cell lines MCF10A and MDA-MB-231 displayed lower levels of sensitivity to both the molecules. In particular, while in MDA-MB-231 cells the cytotoxic effect of Cur-SLN was very similar to that of free curcumin, with IC_50_ values of 7.62 μM and 6.62 μM, respectively, the MCF10A were proved to be more sensitive to Cur-SLN than free curcumin by finding IC_50_ values of 6.74 and 10.56 μM respectively.

Based on the IC_50_ values, we tested the radiosensitizing effect of free-Cur and Cur-SLN, used at concentrations of 2.5, 5, 10 μM, in combination with conventional radiotherapy treatment with increasing doses of 2, 4, 6, 9 Gy, in order to generate dose/response curves for all the treatment configurations tested.

The radiosensitizing effect was determined by calculating the dose modifying factor (DMF), arbitrarily obtained at the SF of 50% (i.e. the relative dose of irradiation required to obtain the isoeffect of SF = 50% using the radiation treatment alone respect to combined treatments with different concentration of free-Cur or Cur-SLN), in order to highlight the capacity of enhancing tumor cells killing by the combined treatments in respect to irradiation only^23^.

In other terms, a DMF value of 2, means that the isoeffect could be obtained by the combined treatment with the half of IR dose, respect to the dose necessary using IR only.

Overall, the DMFs value reported in Table 2 highlight a general increasing radiosensitization effect, rising with the concentration of both the two drugs, nonetheless differences can be identified in the sensitivity of the three cell lines to free-Cur and Cur-SLN.

Indeed, the normal epithelial MCF10A received a strong radiosensitizer effect by the combined treatments, although they were more sensitive to the vehicle curcumin Cur-SLN for each concentrations tested. This means that further studies are needed to understand if the use of curcumin as radiosensitizer could increase normal tissues toxicity post-irradiation. However, it should be noted that normal tissue complications (NTCP) are of inflammatory nature and the powerful anti-inflammatory effects of curcumin could reduce these toxicities *in vivo*, reducing the inflammation and the reactive oxygen species production, thanks to the down-regulation of NF-kB. This mechanism is also involved in the reduction of fibrosis induced by radiotherapy, in which a key role is played by TGFβ^17^. On these aspects, a preclinical study evaluated the adverse effects of cutaneous toxicity that occur following exposure to IR^17^, evaluating a possible protective role exerted by curcumin. In this case, curcumin was administered intragastric and intraperitoneally in C3H/HeN mice, 5 days before RT or 5 days after RT. Skin damage was assessed at 15–21 days (acute cutaneous toxicity) and at 90 days (chronic cutaneous toxicity) following a single dose of 50 Gy of radiation in the posterior leg of each mouse. The results showed that curcumin, administered before or after radiotherapy, markedly reduces acute and chronic cutaneous toxicity, significantly decreasing the expression of inflammatory IL-1, IL-6, IL-18, IL-1Ra and fibrogenic (TGF-β) cytokines in irradiated skin and muscles.

On the other hand, although a lesser radiosensitizer effect can be observed for the two tumorigenic cell lines, MCF7 resulted more sensitive than MDA-MB-231 to the treatment with increasing concentration of vehicled curcumin Cur-SLN, reaching a DMF value of 1,78 using 10 µM of Cur-SLN. Instead, MDA-MB-231 were more sensitive to free-Cur, reaching the maximum of radiosensitizer effect with 10 µM of free-Cur (DMF = 1,72). However, a clinical administration of curcumin is likely in the vehicle form, then the aggressive triple negative MDA-MB-231 BC cell line could receive a radiosensitization effect by Cur-SLN, as the DMF value is 1.38 with 10 µM of Cur-SLN. Thus, the possibility to use drug/IR combined treatments permits to increase the tumor control probability (TCP) even for radioresistant tumors such as the triple negative BC.

Furthermore, in Figs 1–3 the efficacy of combined treatments is compared using the minimum concentration of 2,5 µM of free-Cur and Cur -SLN in respect to that deriving from the exclusive treatment with IR. A better response with the minimum dose of 2,5 µM of loaded Curcumin (Cur-SLN) is observable for MCF10A and MCF7 cells, whereas MDA-MB-231 receives a protective effect by low concentrations of both free-Cur and Cur-SLN.

Moreover, in order to highlight the action mechanism of Cur-SLN and to confirm the anti-oxidant properties of Cur-SLN, a quantification assay of oxidative stress induced by the treatments has been performed (Fig. 4). On the three cell lines analyzed, a significant increase in oxidative stress caused by only irradiation can be observed, whereas treatment with Cur-SLN alone or in combination with IR administration is always able to lower the level of cellular oxidative stress significantly below the values of untreated cells, demonstrating the curcumin efficacy in lowering the ROS levels produced following the administration of IR.

In addition, we carried out a “omic” study (transcriptomic and metabolomic), in order to explore better this new formulation (Cur-SLN) action mechanism in producing a radiosensitivity effect on the three cell lines analyzed. This is thanks to its formulation which facilitates its transport in an aqueous solution, it could be administered in preclinical or clinical application. Moreover, we only compared the effects of lower IR doses/drug concentrations, since the combination with a radiosensitizer should, hopefully, allow the use of lower IR doses maintaining the isoeffect of therapeutic efficacy and reducing the side effects to the minimum. In addition, 2 Gy is the daily dose administered in fractionated treatments with external beams. Therefore, for the “omic” study the comparisons considered were: 2 Gy *vs* 2 Gy + 2.5 μM Cur-SLN, for each cell line tested, analyzed with “whole genome microarray” approach and “two-color” staining method. The comparative gene expression analysis of MCF10A, MCF7 and MDA-MB-231 cells revealed that a large number of genes were deregulated (DEG) from treatment with Cur-SLN with a fold change (FC) ≥ 1.5. Below are the details of the genes deregulated in the three cell lines: 1) MCF10A: 846 DEG (189 down-regulated and 657 up-regulated); 2) MCF7: 1265 DEG (513 down-regulated and 752 up-regulated); 3) MDA-MB-231: 2301 DEG (112 down-regulated and 1179 up-regulated).

Figure 5 shows the detail of deregulated genes specific or common to the three cell lines analyzed, using a Venn diagram. As shown, the molecular response to Cur-SLN treatment is predominantly cell-line dependent, since most of the deregulated genes are specific of each cell line (MCF10A: 555 specific DEG, MCF7: 883 specific DEG, MDA-MB-231: 1917 specific DEG). On the other hand, the common response of the three cell lines to Cur-SLN treatment is determined by a signature of 51 genes, while the tumorigenic ones (MCF7 and MDA-MB-231) share a specific signature of 263 genes.

Thanks to the use of the DAVID tool, these deregulated genes have been grouped, based on their involvement in some biological networks and cellular processes. This approach has allowed to better characterize the unique and common molecular response among the analyzed cell lines. Specifically, in the non-tumorigenic MCF10A cell line, the specific molecular response to Cur-SLN treatment is characterized by the statistically significant deregulation of “Transcriptional misregulation in cancer”, which involves several key factors altered in neoplastic cells and “lysine degradation process” (Table 3), the latter involved in acetyl-CoA production, modulated by curcumin through mitochondrial oxidation of fatty acids^31^.

On the other hand, in MCF7 cell line the Cur-SLN treatment resulted in the deregulation of molecules involved in inflammatory processes, induction of apoptosis, tyrosine metabolism which is implicated in the response to cellular stress and glucagon signaling pathway, which is in turn regulated by curcumin in response to low glucose levels (Table 4)^31–37^. Finally, in MDA-MB-231 cells, deregulated genes involved in the cell cycle, in the TGF-β and in the TNF pathway, in the pathways of phosphatidylinositol and FoxO were identified (Table 5). Regarding the TGF- pathway, several authors reported that curcumin inhibits cell proliferation and invasion by preventing TGF-β1-induced phosphorylation of Smad2, ERK1/2, p38MAPK, resulting in down-regulation of MMP metalloproteinases-9, thus limiting the effect of cellular invasion^34,39^. Furthermore, it is also reported in the literature that curcumin is also able to trigger the extrinsic apoptotic pathway, allowing the binding of TNF-α and Fas Ligand “death activators” to their corresponding cell surface receptors that, by the activation of caspase-8, induce the caspase cascade^40^. In particular, these anti-tumor actions are largely modulated by curcumin by the negative regulation of various growth factors, inflammatory cytokines, transcription factors (TF), protein kinases and other oncogene molecules. In this context, the phosphatidylinositol-3-kinase (PI3K)/protein kinase B (AKT) pathway, usually activated in onset and neoplastic development, is inhibited by curcumin. This process could constitute a key molecular target for anti-cancer therapies as it represents a negative regulator of tumor progression processes and metastasis^32,41,42^.

Several studies have found that curcumin is also involved in the regulation of the FoxO pathway implicated in multiple cellular processes, such as cell cycle arrest, apoptosis, DNA repair, glucose metabolism and oxidative stress response. In particular, Fox TFs are negatively regulated by the AKT survival signal, as normally phospho-Akt prevents the nuclear localization of FOX and plays a key role in regulating its activity. Furthermore, tetrahydrocurcumin (THC), a metabolite of curcumin, regulates the oxidative stress response through FOXO, promoting its nuclear translocation and regulating, therefore, the expression of several genes involved in apoptosis, in cell cycle progression, in DNA repair, in oxidative stress, in the control of muscle growth, as well as in cell differentiation and glucose metabolism. Based on these findings, FOXO TF could be used as potential tumor suppressors^43–48^.

Similar molecular findings have been described in an *in vivo* study which evaluated the radiosensitizing effect of curcumin on nude mice inoculated with colon cancer HCT 116 cells, performed by the group of Kunnumakkara^49^. This study evaluated the effect of the combined administration of IR (4 Gy, twice a week) and curcumin administered orally 1 hour before IR exposure (1 g/kg). The effect was compared with a control group and two groups corresponding to the two treatments performed in single. The results showed that the tumor volume of mice that received combined treatment was significantly reduced compared to that of the control group of mice and those treated with curcumin alone or with radiation alone. Furthermore, it has been found that curcumin enhances the effect of RI, inhibiting the proliferation of neoplastic cells and generating a significant reduction of the Ki-67 cell proliferation marker and of CD31 (tumor density microvase marker) in tumor tissues, compared to the group that received only RIs. The same study showed a decrease in the expression levels of COX-2, VEGF, MMP-9, Cyclin D1, c-Myc, associated with angiogenesis, invasion, metastasis and proliferation and whose expression is generally increased following exposure to IR; this down-regulation was observed in the group treated with only curcumin and in the group subjected to the combined treatment. In general, since these factors are regulated by NF-kB, it can be concluded that curcumin exerts its powerful radiosensitizing effect through the down-regulation of NF-kB and its transcriptional targets, also allowing to reduce the toxic effects of inflammatory nature induced by radiation in healthy tissues.

Regarding the 51-gene signature composed by DEG common to three cell lines analyzed, the Gene Ontology analysis conducted using the DAVID tool, showed that the genes were involved in cell migration, in the calcium signaling pathways and in the activation of the chromatin modification process.

Regarding the radiotherapy context, chromatin remodelling through histones acetylation and deacetylation represents attractive target for radiosensitization as this process plays a significant role in the repair mechanisms of the double strand breaks (DSB) generated by IR.

In addition, preclinical studies have found that inhibitory molecules of HAT (histone acetyltransferase) and HDAC (histone deacetylase), such as curcumin, are able to radiosensitize neoplastic cells. In fact, it has been found that curcumin is able to significantly reduce the acetylation of H3/H4 histones and to increase the demethylation of histone H3K9 at the level of the cytokines promoter regions, thus inhibiting the expression of genes for proinflammatory chemokines^33,50,51^. Several authors have reported that curcumin limits the migration/proliferation process of neoplastic breast cancer cells by inducing crosstalk between the anchoring junctions and the Wnt pathway by means of the EPR-1 factor (Early Growth Response 1), and by inhibiting the expression of several genes involved in the epithelial-mesenchymal transition (Epithelial mesenchymal transition-EMT) (such as β-catenin, Slug etc.), a process involved in cancer progression, thus suggesting its powerful anti-metastatic function^52,53^. The antitumor effect of curcumin is also related to the increase in intracellular calcium levels (Ca2+) inducing intrinsic apoptosis, as described above.

Finally, the 263 gene-signature constituted by deregulated genes common to the two tumorigenic MCF7 and MDA-MB-231 cell lines was found to consist of DEGs implicated in the cell cycle G2/M transition, in cell migration, in angiogenesis and in calcium signaling.

Indeed, various studies have found that the curcumin anti-tumor effect is due to its ability to stop the cell cycle in G2/M phase and to trigger apoptosis of neoplastic cells by increasing the expression levels of FOX proteins, caspase 3 cleaved, Fas ligand (FasL) and the reduction of expression levels of cyclin-dependent kinases^54^.

The metabolomic analysis allowed us to highlight the effects induced on metabolism by Cur-SLN in the combined treatment on the three cell lines.

In particular, the two tumorigenic cell lines MCF7 and MDA-MB-231 showed greater similarities between them in the activated metabolic pathways, compared to the non-tumorigenic MCF10A cell line, highlighting a tumor specific metabolic response. Indeed, the hierarchical clustering reveals two defined area (the upper and the downer one) where it can be observed a tendency for which the up-regulated genes of tumorigenic cell lines are down-regulated in the MF10A, and on the contrary, the down-regulated genes of tumorigenic cell lines are up-regulated in the MCF10A (Fig. 6A). Specifically, as evidenced by the two metabolic enrichment plots, in the two tumorigenic cell lines MCF7 and MDA-MB-231, undergoing 2 Gy or 2 Gy/Cur-SNL treatments, an increase in the levels of metabolites involved in the anti-oxidant response is observed (glutathione metabolism (GSH), metabolism of arginine and proline, the pentose phosphate (PPP) pathway and the metabolism of taurine and hypotaurine), as well as of the metabolites involved in the metabolism of fatty acids and nucleotides, compared to the non-tumorigenic MCF10A cell line under the same conditions (Fig. 6B). In contrast, the same tumorigenic cell lines (MCF7 and MDA-MB-231), subjected to 2 Gy and 2 Gy/Cur-SNL treatments, showed significantly reduced levels of metabolites involved in amino acid metabolism, Krebs cycle (TCA) and glycolysis compared to the non-tumorigenic MCF10A cell line under the same treatment conditions (Fig. 6C).

Furthermore, in order the specifically highlight the radiosensitizing effect of Cur-SLN on each cell line tested, the comparison of metabolic profilings deriving from 2 Gy *vs* 2 Gy + 2.5 µM Cur-SLN has been analysed. In MCF10A cells, a group of metabolites significantly involved in amino acid metabolism were found to be significantly deregulated, showing a significant increase in glucose and citrate (Fig. 7A). In contrast, in the MDA-MB-231 cell line the significantly deregulated metabolites are involved in the metabolism of amino acids and in antioxidant processes, such as metabolism taurine and ipotaurine, fatty acids and the Krebs cycle (TCA) (Fig. 7C). Finally, consistently with the results observed in MDA-MB-231, also for MCF7 BC cells the comparison 2GY vs 2 Gy/Cur-SLN showed a significant increase in metabolites involved in the metabolism of amino acids, in antioxidant processes, in the metabolism of fatty acids and Krebs cycle (TCA), probably due to the activation of the autophagy mechanism (Fig. 7B). Then, the metabolomics analysis, in addition to the quantification of oxidative stress, has revealed that the administration of Curc-SNL on BC tumor cell lines exposed to irradiation with 2 Gy of photon beam, is able to play a protective role against oxidative stress induced by ionizing radiation and, at the same time, in the opposite direction, to induce an antitumor effect through activation of the autophagic mechanism^38^.

Based on the findings, the results obtained from this work have corroborated the literature knowledge on the wide variety of curcumin bioactivity that justify its suggested administration in combination with other strategies such as radiotherapy. As curcumin is a natural molecule with potent anti-inflammatory properties, its co-administration during the course of a fractioned protocol of irradiation with conventional radiotherapy, should enhance the cell killing effect by protecting the closed area by the onset of normal tissue complications which have inflammatory basis^55^.

Then, the formulation of a delivery system to increase the molecule stability and bio-distribution was the main aim of this study and a crucial step to move on preclinical studies and clinical trials. In conclusion, here we have shown the safety and efficacy of a curcumin delivery system (Cur-SLN) as radiosensitizer on three breast cell lines, deeply describing its molecular and metabolic effects in combined treatments.

## Conclusion

In conclusion, the data here described indicate that SLN-curcumin exerts a radiosensitizing effect, rising with its concentration increasing, particularly, Dose Modifying Factors (DMFs), calculated at the isoeffect of SF = 50%, showed that the Luminal A MCF7 resulted more sensitive to the combined treatments using increasing concentration of vehicled curcumin Cur-SLN, reaching a DMF value of 1,78 using 10 µM of Cur-SLN. Instead, the more aggressive triple negative MDA-MB-231 cells were more sensitive to free-Cur, reaching the maximum of radiosensitizer effect using 10 µM of free-Cur (DMF = 1,72). However, a clinical administration of curcumin is likely in the vehicle form, then the aggressive triple negative MDA-MB-231 BC cell line could receive a radiosensitization effect by Cur-SLN, as the DMF value is 1.38 with 10 µM of Cur-SLN. In addition, the oxidative stress quantification and the “omic” study explained the radiosensitizing function of Cur-SLN, confirming at the transcriptomic level many action mechanisms already known for curcumin, which underline anti-oxidant and anti-tumor effects, thanks to its ability to regulate various cellular processes. Moreover, also the metabolomic study highlights, in synthesis, this double action of curcumin, which on the one hand activates an anti-oxidant metabolism with protective role against IR and, on the other hand, exerts an anti-tumor role, stimulating autophagy.

Therefore, the use of curcumin loaded-SLN can be suggested in future preclinical studies and clinical trials to further test the clinical implications for the loaded curcumin concomitant use in the course of fractionated radiotherapy treatments, with the double implications of being a radiosensitizing molecule against cancer cells, with protective effects against the onset of normal tissue complications.

## Supplementary information

Supplementary info

51 gene signature.

263 gene signature

## References

[1] Baskar, R., Dai, J., Wenlong, N., Yeo, R. & Yeoh, K.W, Biological response of cancer cells to radiation treatment. *Front Mol Biosci*. 1–24 (2014).10.3389/fmolb.2014.00024PMC442964525988165

[2] Smith BD (2018). Radiation therapy for the whole breast: Executive summary of an American Society for Radiation Oncology (ASTRO) evidence-based guideline. Pract Radiat Oncol..

[3] Bartelink H (2007). Impact of a higher radiation dose on local control and survival in breast-conserving therapy of early breast cancer: 10-year results of the randomised boost versus no boost. EORTC 22881-10882 trial. J Clin Oncol..

[4] Wong P (2012). Ductal carcinoma *in situ*–the influence of the radiotherapy boost on local control. Int J Radiat Oncol Biol Phys..

[5] Meattini I (2013). Role of radiotherapy boost in women with ductal carcinoma *in situ*: a single-center experience in a series of 389 patients. Eur J Surg Oncol..

[6] Sahebkar A, Serbanc MC, Ursoniuc S, Banach M (2015). Effect of curcuminoids on oxidative stress: A systematic review and meta-analysis of randomized controlled trials. J.Funct. Foods..

[7] Aggarwal, B. B., Surh, Y. J. & Shishodia, S. The molecular targets and therapeutic uses of curcumin in health and disease. Ed. Springer. New York, ISBN-13:978-0-387-46400-8 (2007).

[8] Jagetia GC (2007). Radioprotection and radiosensitization by curcumin. Adv Exp Med Biol..

[9] Chendil D, Ranga RS, Meigooni D, Sathishkumar S, Ahmed MM (2004). Curcumin confers radiosensitizing effect in prostate cancer cell line PC-3. Oncogene..

[10] Hsu, F. T., Liu, Y. C., Liu, T. T. & Hwang, J. J. Curcumin Sensitizes Hepatocellular Carcinoma Cells to Radiation via Suppression of Radiation-Induced NF-κB Activity. *Biomed Res Int*. 363671 (2015).10.1155/2015/363671PMC461979226539482

[11] Shishodia S, Amin HM, Lai R, Aggarwal BB (2005). Curcumin (diferuloylmethane) inhibits constitutive NF-kappaB activation, induces G1/S arrest, suppresses proliferation, and induces apoptosis in mantle cell lymphoma. Biochem Pharmacol..

[12] Qiao Q, Jiang Y, Li G (2013). Inhibition of the PI3K/AKT-NF-κB pathway with curcumin enhanced radiation-induced apoptosis in human Burkitt’s lymphoma. J Pharmacol Sci..

[13] Li M, Zhang Z, Hill DL, Wang H, Zhang R (2007). Curcumin, a dietary component, has anticancer, chemosensitization, and radiosensitization effects by down-regulating the MDM2 oncogene through the PI3K/mTOR/ETS2 pathway. Cancer Res..

[14] Ibrahim A (2011). Curcumin induces apoptosis in a murine mammary gland adenocarcinoma cell line through the mitochondrial pathway. Eur J Pharmacol..

[15] Khan N, Afaq F, Mukhtar H (2007). Apoptosis by dietary factors: the suicide solution for delaying cancer growth. Carcinogenesis..

[16] Okunieff P (2006). Curcumin protects against radiation-induced acute and chronic cutaneous toxicity in mice and decreases mRNA expression of inflammatory and fibrogenic cytokines. Int J Radiat Oncol Biol Phys..

[17] Bravatà V, Cammarata FP, Forte GI, Minafra L (2013). “Omics” of HER2-positive breast cancer. OMICS..

[18] Amore E (2017). Mucoadhesive solid lipid microparticles for controlled release of a corticosteroid in the chronic obstructive pulmonary disease treatment. Nanomedicine (London)..

[19] Bravatà V (2015). Gilardi, M.C., High-dose Ionizing Radiation Regulates Gene Expression Changes in the MCF7 Breast Cancer Cell Line. Anticancer Res..

[20] Minafra L (2015). Gene Expression Profiling of MCF10A Breast Epithelial Cells Exposed to IOERT. Anticancer Res..

[21] Militello C (2017). Area-based cell colony surviving fraction evaluation: A novel fully automatic approach using general-purpose acquisition hardware. Comput Biol Med..

[22] Medhora M (2012). Dose-modifying factor for captopril for mitigation of radiation injury to normal lung. J Radiat Res..

[23] International Atomic Energy Agency: Adsorbed Dose Determination in External Beam Radiotherapy. An International Code of Practice for Dosimetry Based on Standards of Absorbed Dose to Water. *Technical Reports Series* No. 398, Vienna, (2000).

[24] Barrett T (2013). NCBI GEO: archive for functional genomics data sets–update. Nucleic Acids Res..

[25] Gaglio D (2011). Oncogenic K-Ras decouples glucose and glutamine metabolism to support cancer cell growth. Mol Syst Biol..

[26] Bondì ML (2017). Biocompatible Lipid Nanoparticles as Carriers To Improve Curcumin Efficacy in Ovarian Cancer Treatment. J Agric Food Chem..

[27] Hagl S (2015). Curcumin micelles improve mitochondrial function in neuronal PC12 cells and brains of NMRI mice - Impact on bioavailability. Neurochem Int..

[28] Wang JQ (2018). Novel curcumin analogue hybrids: Synthesis and anticancer activity. Eur J Med Chem..

[29] Wang S (2018). Synthesis of water-soluble curcumin derivatives and their inhibition on lysozyme amyloid fibrillation. Spectrochim Acta A Mol Biomol Spectrosc..

[30] Wang Z (2018). Curcumin restrains hepatic glucose production by blocking cAMP/PKA signaling and reducing acetyl CoA accumulation in high-fat diet (HFD)-fed mice. Mol Cell Endocrinol..

[31] Wilken R, Veena MS, Wang MB, Srivatsan ES (2011). Curcumin: A review of anti-cancer properties and therapeutic activity in head and neck squamous cell carcinoma. Mol Cancer..

[32] Gan L, Li C, Wang J, Guo X (2016). Curcumin modulates the effect of histone modification on the expression of chemokines by type II alveolar epithelial cells in a rat COPD model. Int J Chron Obstruct Pulmon Dis..

[33] Hu J (2017). Curcumin modulates covalent histone modification and TIMP1 gene activation to protect against vascular injury in a hypertension rat model. Exp Ther Med..

[34] Collins HM (2013). Differential effects of garcinol and curcumin on histone and p53 modifications in tumour cells. BMC Cancer..

[35] Wang J, Wang C, Bu G (2018). Curcumin inhibits the growth of liver cancer stem cells through the phosphatidylinositol 3-kinase/protein kinase B/mammalian target of rapamycin signaling pathway. Exp Ther Med..

[36] Kato M (2017). Curcumin improves glucose tolerance via stimulation of glucagon-like peptide-1 secretion. Mol Nutr Food Res..

[37] GUO SHOUYU, LONG MINGZHI, LI XIUZHEN, ZHU SHUSHU, ZHANG MIN, YANG ZHIJIAN (2016). Curcumin activates autophagy and attenuates oxidative damage in EA.hy926 cells via the Akt/mTOR pathway. Molecular Medicine Reports.

[38] Kim HS, Luo L, Pflugfelder SC, Li DQ (2005). Doxycycline inhibits TGF-beta1-induced MMP-9 via Smad and MAPK pathways in human corneal epithelial cells. Invest Ophthalmol Vis Sci..

[39] Park S, Cho DH, Andera L, Suh N, Kim I (2013). Curcumin enhances TRAIL-induced apoptosis of breast cancer cells by regulating apoptosis-related proteins. Mol Cell Biochem..

[40] Saini S (2011). Curcumin modulates microRNA-203-mediated regulation of the Src-Akt axis in bladder cancer. Cancer Prev Res (Phila)..

[41] Jia T (2014). The differential susceptibilities of MCF-7 and MDA-MB-231 cells to the cytotoxic effects of curcumin are associated with the PI3K/Akt-SKP2-Cip/Kips pathway. Cancer Cell Int..

[42] Cheng C (2016). Curcumin induces G2/M arrest and triggers apoptosis via FoxO1 signaling in U87 human glioma cells. Mol Med Rep..

[43] Jain A (2015). Curcumin inhibits PhIP induced cytotoxicity in breast epithelial cells through multiple molecular targets. Cancer Lett..

[44] Han J (2012). Curcumin induces autophagy to protect vascular endothelial cell survival from oxidative stress damage. Autophagy..

[45] Xiang L (2011). Tetrahydrocurcumin extends life span and inhibits the oxidative stress response by regulating the FOXO forkhead transcription factor. Aging (Albany NY)..

[46] Lin A (2014). FoxO transcription factors promote AKT Ser473 phosphorylation and renal tumor growth in response to pharmacological inhibition of the PI3K-AKT pathway. Cancer Res..

[47] Firat E, Niedermann G (2016). FoxO proteins or loss of functional p53 maintain stemness of glioblastoma stem cells and survival after ionizing radiation plus PI3K/mTOR inhibition. Oncotarget..

[48] Kunnumakkara AB, Anand P, Aggarwal BB (2008). Curcumin inhibits proliferation, invasion, angiogenesis and metastasis of different cancers through interaction with multiple cell signaling proteins. Cancer Lett..

[49] Li X (2015). Proteomic analyses reveal distinct chromatin-associated and soluble transcription factor complexes. Mol Syst Biol..

[50] Oike T (2012). Garcinol, a histone acetyltransferase inhibitor, radiosensitizes cancer cells by inhibiting non-homologous end joining. Int J Radiat Oncol Biol Phys..

[51] Chen QY (2015). Curcumin inhibits proliferation-migration of NSCLC by steering crosstalk between a Wnt signaling pathway and an adherens junction via EGR-1. Mol Biosyst..

[52] Zhang Z (2016). Curcumin inhibits tumor epithelial-mesenchymal transition by downregulating the Wnt signaling pathway and upregulating NKD2 expression in colon cancer cells. Oncol Rep..

[53] Imran M (2018). Cucurmin, anticancer, & antitumor perspectives: A comprehensive review. Crit Rev Food Sci Nutr..

[54] Forte GI (2017). Radiogenomics: the utility in patient selection. Transl Cancer Res..

[55] West, C. M. & Barnett, G. C. Genetics and genomics of radiotherapy toxicity: towards prediction. *Genome Medicine.***3**, 52 (2011).10.1186/gm268PMC323817821861849

# Supplementary material for: Radiosensitizing effect of curcumin-loaded lipid nanoparticles in breast cancer cells
**Source:** Sci Rep. 2019 Jul 31;9:11134. doi: 10.1038/s41598-019-47553-2

Radiosensitizing effect of curcumin-loaded lipid nanoparticles in breast cancer cells

Luigi Minafra^{1*}, Nunziatina Porcino^{1*}, Valentina Bravatà^{1§}, Daniela Gaglio^{1,2}, Marcella Bonanomi², Erika Amore³, Francesco Paolo Cammarata¹, Giorgio Russo¹, Carmelo Militello¹, Gaetano Savoca¹, Margherita Baglio¹, Boris Abbate⁴, Giuseppina Iacoviello⁴, Giovanna Evangelista⁵, Maria Carla Gilardi^{1,6}, Maria Luisa Bondi³, Giusi Irma Forte¹

³Istituto per lo Studio dei Materiali Nanostrutturati-Consiglio Nazionale delle Ricerche (ISMN-CNR), Palermo, Italy

*These authors contributed equally to this work

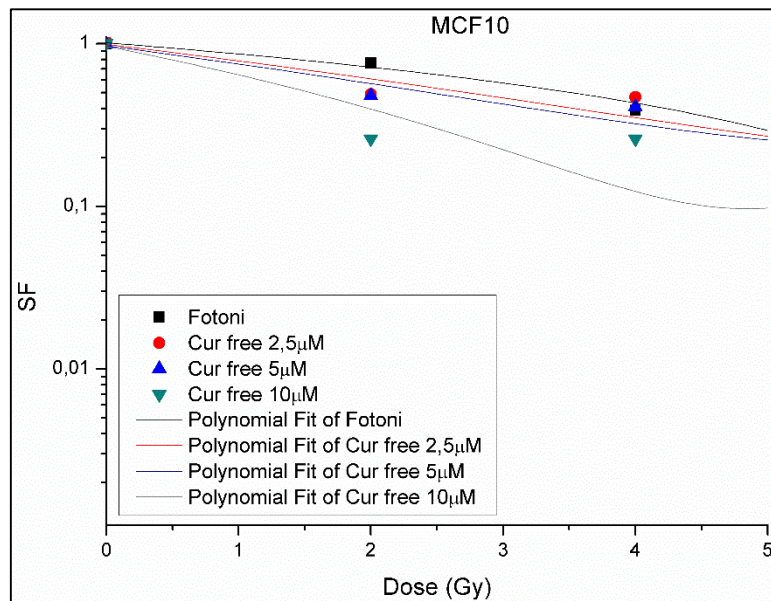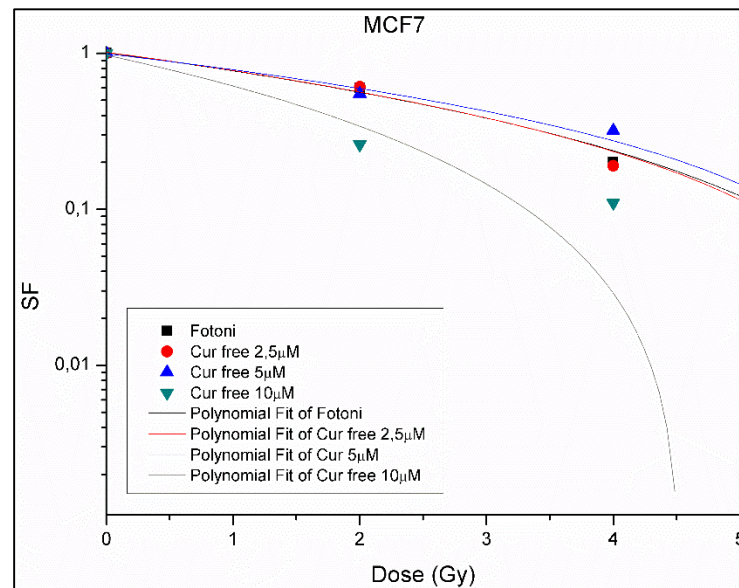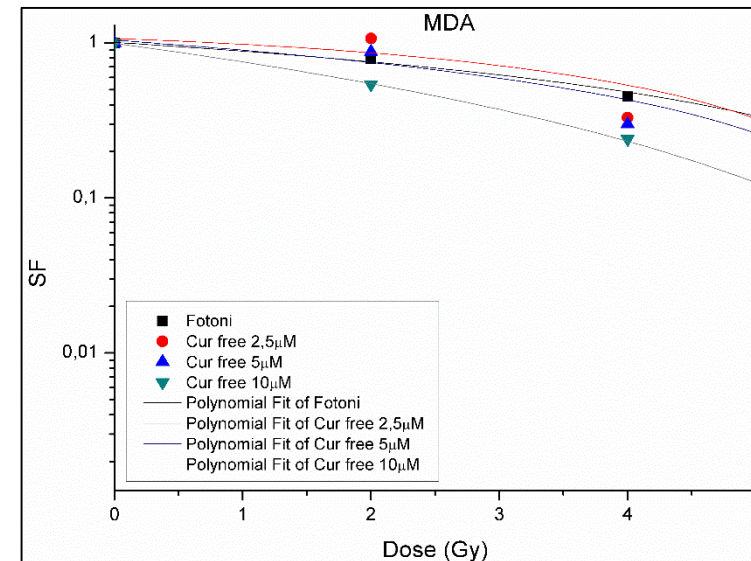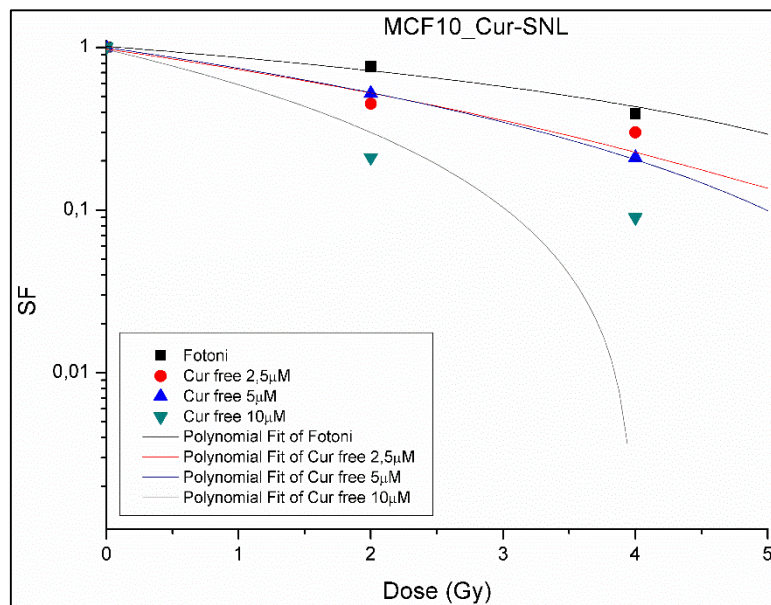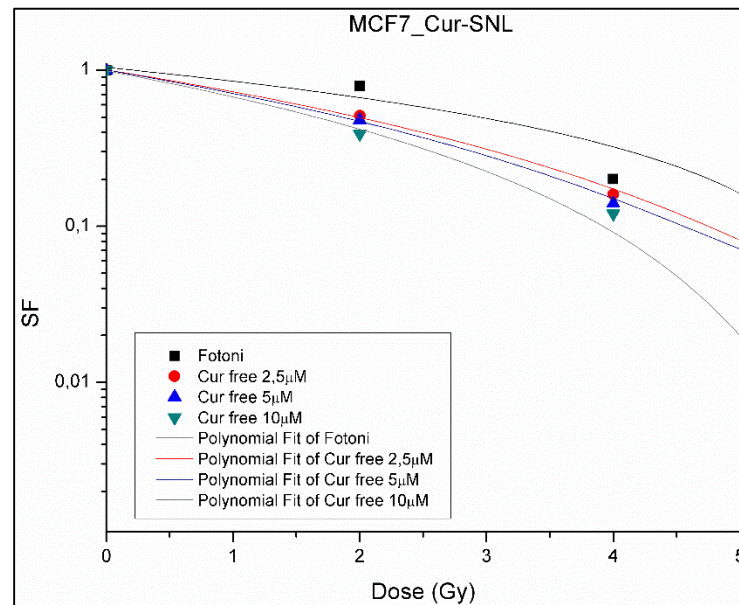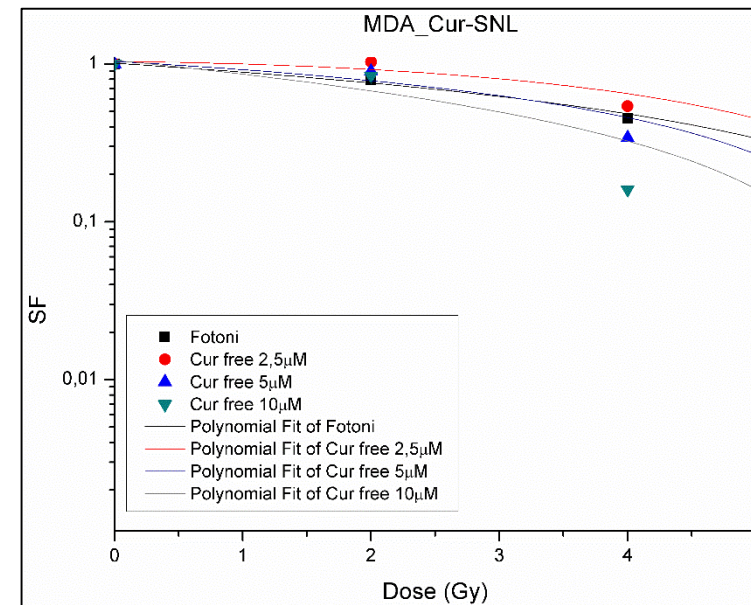

**Supplement:** Supplementary file 1 — Supplementary info

How the deposited data were processed for this re-analysis (not part of the article)

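Gene expression was measured with 2-colour Agilent whole human genome arrays in the MCF10A, MCF7 and MDA-MB-231 lines, 24 hours after treatment. The red channel (Cy5) held cells given 2.5 µM Cur-SLN and 2 Gy and the green channel (Cy3) cells of the same line given 2 Gy alone, so the log2 ratio of red over green is positive where Cur-SLN raised a transcript. This direction follows the paper and the channel labels, whereas the labelling protocol deposited with the samples speaks of untreated cells in the green channel. Whether the green RNA of a line came from 1 pool or from several cultures is not stated, and a test of the ratio against 0 leaves out the spread of the control where it is a pool.

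The deposited scanner files give spot intensity, the mean of the spot and the median of its local background in each channel, as the authors scanned it with Feature Extraction 9.5.3.1. The same files give processed signals and a log10 ratio (LogRatio) that the software, as the authors ran it, made by background subtraction and linear and lowess dye normalization. The deposited series table holds a score per probe spot that equals this log10 ratio times 1e+09, as a comparison with the scanner files showed in every column. Its columns have a median of 0, and 15.9% to 21.7% of the values are 0. Its direction and centring are thus those of the software, and why the factor is there is not stated. The later steps that the paper names (GeneSpring GX, a 1.5-fold minimum with p under 0.05, no adjustment being named) left no values in the files.

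Each line has 6 files, which the sample labels count as biological replicates. Slide and array position in their headers, spots marked as non-uniform in several scans, and deviations from the line's mean showed that replicates 1, 3 and 5, and replicates 2, 4 and 6, are 3 scans each of the same array. Scans of an array shared 3 to 59 non-uniform spots and their deviations correlated at 0.21 to 0.51, whereas scans of different arrays of a line shared 0 to 31 and correlated at -0.66 to -0.42. The design written beforehand took all 18 files as separate arrays. Because rescans are not replicates, the 3 scans of each array were averaged and 6 arrays entered the fit, with 3 residual degrees of freedom (median prior degrees of freedom 11.5, median prior SD 0.0461). The fit of 18 scans became an alternative. MCF10A and MCF7 arrays lay on slide 1 and MDA-MB-231 arrays on slide 2, scanned on another of 2 days. Whether same-numbered replicates of different lines go together was checked on their deviations, which correlated at 0.0452 to 0.143 between MCF10A and MCF7 and at -0.0289 to 0.0301 between the other lines, so the numbers do not pair the samples.

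From the intensities, log2 ratios were computed in limma 3.58.1 (R 4.3.3). Local background values marked as outliers by the software, 430 to 1114 per scan and channel, were replaced by the scan's median background, because the normexp fit on the values as scanned gave a background spread of 0.534 to 1096, against 2.5e-05 to 2.05 after the replacement. This step was added once these fits had been seen. Background was corrected by normexp with an offset of 50 over all spots, followed by loess within each scan with control spots at weight 0. Control spots and spots marked as outliers (103 to 276 per scan) were left out, and saturated spots (0 to 2 per scan) were kept. Spots of the same probe were averaged. Of 41000 probes, 23434 (57.2%) were named through their accession in the reference gene table, which gave 4966 another symbol than the array file. The others keep the file's name. A gene's call is that of its probe, and for called genes the other tested probes are stated, where the value is given, if they have the opposite sign or a log2 ratio under 0.1 in size, a rule set after the values had been seen. In the text a gene outside the lists is represented by the probe with the largest change, and in list tests by the probe with the highest mean intensity.

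A probe was tested in a line when the software marked it as well above background in either channel on at least 3 of 6 scans, and fitted when tested in any line (33320 probes, 6 of them without a value in some line). The fit had 1 coefficient per line, with eBayes (trend and robust), Benjamini-Hochberg adjustment within a line, and calls at an adjusted p under 0.05 and a change of at least 1.5-fold. Counts to set beside the paper's used p as unadjusted, because the paper names no adjustment. Differences between lines were contrasts in the same fit. Median standard errors were 0.0306 in MCF10A, 0.0313 in MCF7 and 0.0298 in MDA-MB-231 cells on the log2 scale, and 2 arrays per line limit the precision. The 45 gene lists, among them those of Tables 3 to 5 and both signatures, were tested with camera (preset correlation 0.01, and an estimated correlation) and fry, adjusted over the lists of a line. With an estimated correlation no list passed in any line (lowest adjusted p = 0.286 in MCF10A, 0.104 in MCF7 and 0.17 in MDA-MB-231), while fry, which asks only whether a list moves, called 39, 41 and 44 of 45. A simulated list with a shift had p = 7.08e-89 from camera at the preset correlation and 0.00136 with an estimated one, which thus had little power here. The simulated genes varied independently, so errors of camera where genes of a list move together were not tested. The sign of a list's median, mean and test differed for 8, 7 and 5 lists. Probes well above background in 1 channel on all 6 scans and in the other on none are given as bounds: the brighter channel's mean over the larger of the dim probe's own signal and the lowest signal well above background on each scan, after scaling between scans (Aquantile). For SGPP2 in MCF10A cells its own dim signal was the larger, so its measured change is given instead.

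The steps were tested on simulated data with the arrays' own noise. In each line 100% of probes changed 1.8-fold, 2.5-fold or 4-fold and 0% of those changed 1.3-fold were called, and no unchanged probe was among the calls. These changes were added after normalization, so shrinkage of dim probes by the offset was left out. The 1.5-fold minimum fixes the 1.3-fold result and largely the absence of unchanged probes. Without that minimum, unchanged probes were 8.33% of those at an adjusted p under 0.05 (limma) in MCF10A, 4.37% in MCF7 and 8.30% in MDA-MB-231 cells. Among calls of contrasts they were 0.336% for MDA-MB-231 minus MCF7 and for MCF7 minus MCF10A, and 0% for MDA-MB-231 minus MCF10A. On a simulated array taken through the normalization, dim spots changed 2-fold had a median log2 size of 0.561 with an offset of 50. It was 0.977 with an offset of 10. Genes to name were set by a rule: per line the 10 largest increases and decreases among called genes that had the same sign on the 6 scans, signal in both channels on at least 4 scans and a proper symbol; up to 3 bounds per direction; up to 4 called members per list; and the 6 genes of each signature with the largest fold changes in the paper's tables, whose values had been seen. Names of clones, open reading frames and uncharacterised loci were left out of the rule's first part. All called genes of Tables 3 to 5 are named in addition, a choice made after the values had been seen. Alternatives covered the background correction, the normalization, the software's own signals, the series values, the filter, the test, its thresholds, weights, blocks, separate fits and leaving out each scan or array. Sign patterns of a line's arrays (2) and splits of the arrays of a pair of lines (3) are too few to test against chance. Clonogenic, oxidative stress and metabolomic experiments have no files and were left out.

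Versions used were data.table 1.17.8, jsonlite 2.0.0 and statmod 1.5.0.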

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

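The tests of dye bias and of slides or scan days on the interferon-stimulated genes were chosen after that result had been seen.

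Interferon-stimulated genes, which the paper does not discuss, moved apart in the tumorigenic lines. Their median log2 ratio was -0.399 in MCF7 and 0.275 in MDA-MB-231 cells, and the median difference between the lines, tested as a contrast, was 0.717. A dye bias alike on each array was argued against, since the smallest MDA-MB-231 array median exceeded the largest MCF7 array median by 0.67. Background correction and normalization were argued against as the whole source of the difference, since in 6 other preprocessings the lines kept opposite signs, with a smallest difference of 0.488, but the size of each part depends on them: averaged over the arrays, the MCF7 median came to -0.0679 with median centring, and the MDA-MB-231 median went from 0.289 to 0.126 with local background as scanned and to 0.433 with median centring. For the MCF7 part, slides and scan days were argued against too, because the MCF7 array medians lay below the MCF10A array medians of the same slide by at least 0.372 (largest minus smallest, -0.372). For the MDA-MB-231 part, the line and its slide cannot be told apart, as 0 other lines were on that slide. A lower interferon response in MCF7 and a higher one in MDA-MB-231 cells may reflect the line's biology, as a hypothesis; the effect of curcumin itself against that of the lipid carrier stays untested.

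Other gene lists outside the pathways that the paper reports passed the list test as well, though none did with an estimated correlation. Targets of the aryl hydrocarbon receptor rose in MDA-MB-231 cells (median log2 ratio 0.637), and metallothioneins rose in MCF10A (0.568) and MDA-MB-231 cells (0.585). NF-kB targets had a median of 0.314 in MDA-MB-231 cells, where the list did not pass with Feature Extraction processed signals. Their median of -0.0882 in MCF7 cells turned to 0.215 with median centring, and the difference between these lines was 0.217. Immediate early genes in MCF10A cells (median 0.14, 3 of 26 called) and cytosolic ribosomal protein genes in MCF10A (0.352, 2 of 34 called) and MCF7 cells (0.173, 1 of 34 called) passed with few genes called, and not with Feature Extraction processed signals.

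Genes of G2/M and mitosis had medians of -0.447 in MDA-MB-231, -0.203 in MCF10A and -0.0924 in MCF7 cells, the last pair turning to 0.127 and 0.326 with median centring. With the same centring the following medians also changed sign: the ATF4 response in MCF10A cells, -0.136 (0.191), G1/S and DNA replication in MCF7, -0.166 (0.29), and MDA-MB-231 cells, -0.122 (0.168), double-strand break repair in MCF7, -0.0545 (0.28), and MDA-MB-231 cells, -0.172 (0.019), and the tricarboxylic acid cycle in MDA-MB-231 cells, -0.115 (0.0802). So did those of 2 lists of Table 5 that passed in MCF7 cells, cell cycle, -0.0984 (0.211), and FoxO signaling, -0.081 (0.169). Olfactory receptors, a list chosen because breast cells should not express it, had a median of 0.111 in MCF7 cells and passed, with -0.286 after median centring, so list shifts of that size do not stand out from a control list.

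The response differed between lines, by a contrast, for 1857 probes between MDA-MB-231 and MCF7 cells, 943 between MCF7 and MCF10A cells and 2480 between MDA-MB-231 and MCF10A cells, and for 8, 9 and 7 gene lists (3, 3 and 1 of them from Tables 4 and 5, chosen by the study on these samples), of which none passed with an estimated correlation (lowest adjusted p from camera 0.112, 0.169 and 0.292). In contrasts with MDA-MB-231 cells the line and its slide cannot be told apart. With 4 arrays in each comparison there are 3 splits, too few for a test against chance; the real split alone (1 of 3) gave as many, and the highest of the other splits gave 0 each time. Against 0, a line's 2 arrays allow 2 sign patterns, again too few; the real pattern (1 of 2) gave 412 calls in MCF10A, 400 in MCF7 and 1626 in MDA-MB-231 cells, and the other gave 0.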

How the results depend on the processing

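Alternatives were set before the data were examined, except the fits on 18 scans as separate samples, the ordinary one-sample test on 18 scans with Feature Extraction signals, the replicate block on 6 arrays, local background as scanned, leaving out each array, and fits within each slide, which were chosen after seeing the data. The cause of a change was not tested unless stated.

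No called gene named in the text changed sign under any alternative. Calls numbered 412 in MCF10A, 400 in MCF7 and 1626 in MDA-MB-231 cells, and 412, 402 and 1626 at the paper's thresholds, with p read as unadjusted because the paper names no adjustment; 16 were shared by the 3 lines and 56 by MCF7 and MDA-MB-231. Contrasts called 1857 probes (MDA-MB-231 minus MCF7), 943 (MCF7 minus MCF10A) and 2480 (MDA-MB-231 minus MCF10A), and 6, 11 and 10 lists passed. These counts stayed within 1.5 times of those values without background subtraction, with no filter, with the strict filter, with array weights, in separate fits and in fits within each slide (411, 399 and 1623 calls).

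With Feature Extraction processed signals, calls numbered 1254, 1949 and 2941, those at the paper's thresholds 1282, 1987 and 2958, shared calls 38 and 228, contrasts 4344, 3786 and 4834, and lists in MCF10A 3; 373 of the 412, 378 of the 400 and 1514 of the 1626 were still called, and 72.8% (MCF10A) and 52.0% (MDA-MB-231) of calls were higher, against 85.0% and 62.8%. Series matrix values gave 1271, 1917 and 2963, then 1288, 1950 and 2974, shared 39 and 228, contrasts 4051, 3275 and 4893, lists in MCF10A 3, and 73.2% and 52.1% higher.

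Median centring in place of loess shifted the probes tested upwards, by a median of 0.232, 0.251 and 0.139 per probe. It takes the same value off all probes of a scan, so a trend of the ratio with signal level, which loess removes, stays in. The shift was not alike for all lists. In MCF7 cells the median of cytosolic ribosomal protein genes went from 0.173 to 0.968, and that of olfactory receptors from 0.111 to -0.286. Which baseline is right was not tested. Calls were 2715, 4702 and 3083, at the paper's thresholds 2715, 4703 and 3083, shared 510 and 1148, contrasts 4586, 3230 and 3933, and lists in MCF10A 16 and in MCF7 19; 91.7% of MCF7 calls (73.5% otherwise) and 95.1% of MDA-MB-231 calls were higher. The percentage of signature probes with the paper's sign fell from 100% to 70.59% (51 genes, MCF10A), 75% (51 genes, MCF7) and 78.4% (263 genes, MCF7). As these probes were found through their values in the same scans, the 100% is not an independent check. The direction of the list test, and the median with it, reversed for cell cycle of Table 5 in MCF7 (0.211), G2/M and mitosis in MCF10A (0.127) and MCF7 (0.326), G1/S and DNA replication in MCF7 (0.29) and MDA-MB-231 (0.168), double-strand break repair in MCF7 (0.28) and olfactory receptors in MCF7 (-0.286). The median alone changed sign, without the test's direction, for the ATF4 response in MCF10A (0.191), FoxO signaling of Table 5 (0.169) and NF-kB targets (0.215) in MCF7 and the tricarboxylic acid cycle in MDA-MB-231 (0.0802), which no longer passed, and for double-strand break repair in MDA-MB-231 (0.019), which did.

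A normexp offset of 10, which shrinks dim probes less, gave 617 calls in MCF7 (620 at the paper's thresholds), 89 shared by MCF7 and MDA-MB-231 and 1516 for MCF7 minus MCF10A. With local background as scanned, MDA-MB-231 calls fell to 559 (559 at the paper's thresholds), shared calls to 10 and 30, and contrasts to 833 (MDA-MB-231 minus MCF7) and 1134 (MDA-MB-231 minus MCF10A).

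The threshold mattered by construction: with no fold change minimum there were 18347, 18575 and 20744 calls (55.2%, 55.5% and 51.8% higher), 9755 and 13694 shared, and contrasts of 18840, 17566 and 20219. The ordinary one-sample test on 2 arrays has 1 degree of freedom per probe and called 0, 0 and 0, shared 0 and 0 (361, 382 and 1483 unadjusted). On 18 scans with Feature Extraction signals, a setting chosen after seeing the values, it called 1284, 1944 and 2987, at the paper's thresholds 1297, 1981 and 2989, shared 39 and 230.

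Of lists, 0, 0 and 0 passed with an estimated correlation and 39, 41 and 44 with fry. The replicate block, which the check of the numbers does not call for, gave 414, 408 and 1629 calls on 18 scans and 412, 400 and 1625 on 6 arrays.

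Leaving out each scan or array gave 408 to 435, 398 to 431 and 1615 to 1663 calls, 409 to 435, 400 to 431 and 1616 to 1664 at the paper's thresholds, 15 to 18 and 56 to 61 shared, contrasts of 1852 to 1919, 937 to 991 and 2468 to 2598, lists 6 to 6, 11 to 11 and 10 to 11, and signature shares of 97.06% to 100%, 97.5% to 100%, 100% to 100% (51 genes), 98.12% to 100% and 100% to 100% (263 genes); where an array is out, the lone array is assumed to vary like the others.

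Of 234 results for named genes, 197 lost their call in the ordinary test, 47 with local background as scanned, 32 with median centring (7 gained), 9 with the software's signals or the series values (11 gained) and 1 without background subtraction. Without the array of replicate 1, 4 calls were lost for MCF10A, 1 for MCF7 and 5 for MDA-MB-231 cells. Without the array of replicate 2 these were 2, 1 and 1. With no fold change minimum 30 gained a call, and with an offset of 10, 6 did; the strict filter left 224 of the 234 tested. Among list results, 6 calls were lost with the software's signals, 6 with the series values, 6 with median centring, 2 with local background as scanned, 2 without the filter, 1 with the strict filter and 27 with an estimated correlation, and fry gained 31, median centring 2 and the mean over a gene's probes 1. Slide and scan day as a block were not run, because the line means absorb them; contrasts and lists have no value in the separate or ordinary fits where a single line or test does not give one.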

Differences from the paper's values

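The setting of 18 scans with Feature Extraction signals and an ordinary one-sample test, and leaving out an array, were chosen after seeing the values, while the other alternatives named here were set before the data were examined. At the paper's thresholds (1.5-fold and p under 0.05, read here as unadjusted because the paper names no adjustment), the values here count probes, where the paper counts genes.

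The paper's 846 deregulated genes in MCF10A stand against 412 here, and its 555 specific to that line against 322; a normexp offset of 10 gave 613 and 493, within 1.5 times of the paper's, and no other alternative did. The paper's 657 increases in MCF10A stand against 350, with 934 from Feature Extraction processed signals, 941 from series matrix values and 530 with an offset of 10 within 1.5 times. The setting on 18 scans, chosen after seeing the values, gave 941. The paper's 189 decreases stand against 62, and only median centring (251) came within 1.5 times.

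In MCF7 the paper's 1265 deregulated genes stand against 402, its 883 specific genes against 321 and its 752 increases against 296; none of the alternatives came within 1.5 times. The paper's 513 decreases stand against 106, with 662 from Feature Extraction processed signals, 613 from series matrix values and 390 with median centring within 1.5 times (668 in the setting on 18 scans, chosen after seeing the values). In MDA-MB-231 the paper's 112 decreases stand against 605, and only median centring (151) came within 1.5 times. The paper's own increases and decreases in that line add up to 1291, not to its total of 2301, which less the increases leaves 1122. Against 1122, Feature Extraction processed signals (1420), series matrix values (1422) and an offset of 10 (828) came within 1.5 times. The setting on 18 scans did too (1434), while the 605 here and median centring (151) did not. The paper's 1917 genes specific to that line exceed 1291, which argues against 1291 as the total and goes with 2301. Its increases, its decreases or both must then be too low, so closeness to 112 says little. Which of them is misprinted is not stated.

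The paper's 51 shared genes of the 3 lines stand against 16 here, and its 263 shared genes of MCF7 and MDA-MB-231 against 56. Feature Extraction processed signals (39 and 229) and series matrix values (39 and 230) came within 1.5 times, and no other alternative set beforehand did. Each of these called 21 of the paper's 51 and 165 of its 263 in each of their lines, against 12 and 43 here. The setting on 18 scans with Feature Extraction signals, chosen after seeing the values, came within 1.5 times too (39 and 232) and drops 30 of the paper's 51 and 98 of its 263.

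Fold changes of signature genes, with a minus sign for a decrease, were compared for 12 genes, named by a rule on the paper's tables. Of 30 values 9 had no tested probe, and those below differed by more than the spread of the 2 arrays. The paper's folds equal means of the software's own log ratios over these scans, so the gaps come from the processing of the same spots. The spread of the 2 arrays does not measure a difference between processings. For AMER2 the paper gives 2.11 in MCF10A, 3.84 in MCF7 and 2.16 in MDA-MB-231, against 1.94, 1.34 and 1.57 here. For APOL6 it gives 2.16 in MCF10A and -2.66 in MCF7, against 2.04 and -2.11. For C1orf189 in MCF7 it gives -3.79, against -1.26, for KLHL34 in MCF10A -2.7, against -1.24, and for OR2W3 2.72 in MCF7 and 1.52 in MDA-MB-231, against 1.25 and 1.15. For SPINK4 the paper's 1.55 in MCF7 and 8.06 in MDA-MB-231 stand against 1.45 and 7.45. Of the 263 genes, the paper's CFAP70 in MDA-MB-231 is 4.66, against 1.81, CSGALNACT1 1.53 in MCF7 and 11.2 in MDA-MB-231, against 1.45 and 5.35, CTAGE5 2.92 and 4.06, against 1.26 and 1.4, FAM9B in MDA-MB-231 4.49, against 3.48, lnc-GGCT-1 1.54 and 5.92, against 1.32 and 2.65, and QKI in MDA-MB-231 -1.71, against -1.3. For each of these values Feature Extraction processed signals, series matrix values and the setting on 18 scans gave a value within the spread of the paper's. This follows from the paper's folds being means of the software's log ratios and is no separate agreement. A normexp offset of 10 did so for APOL6 in MCF10A (2.09) and for SPINK4 in MCF7 (1.53) and MDA-MB-231 (7.81), and median centring for SPINK4 in MDA-MB-231 (8.45). No other alternative set beforehand did. APOL6 in MCF10A without the array of replicate 2 (2.09) and SPINK4 in MDA-MB-231 without the array of replicate 1 (7.71), chosen after seeing the values, did too, and each drops 39 of the paper's 51 and 220 of its 263.

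For MDA-MB-231 cells the paper states that Cur-SLN activates genes of the cell cycle. Its discussion calls the same genes deregulated and gives no direction. Of the 24 cell cycle genes it lists, 10 were called lower and 1, E2F2, higher. Their median log2 ratio of -0.55 stayed below 0 under each alternative run. In the paper's TNF signaling list the direction is that of the first statement, with 7 of 18 called higher and 1 lower, though the list did not pass. In its phosphatidylinositol list 4 of 15 were called higher and none lower, while 11 of the 15 had a log2 ratio below 0 and the median was -0.25. For MCF7 cells the paper speaks of deregulated molecules of apoptosis induction and gives no direction. Of the 9 genes it lists, 4 were called lower, BAX and CASP8 among them, and none higher. The other probe of CASP8 did not follow, and the calls of TNF and PIK3R1 were lost with local background as scanned.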

Other observations

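The tests of dye bias and of a shared response on the probes that MCF7 and MDA-MB-231 cells share were chosen after the result had been seen.

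The introduction names genes that curcumin inhibits. In MDA-MB-231 cells 3 of the 9 tested were called higher with Cur-SLN and none lower: the prostaglandin synthase gene PTGS2 (log2 ratio 1.56, adjusted p = 1.28e-12 from limma, other probe 1.01), VEGFA (0.80, adjusted p = 1.63e-12, other probes 0.11 to 0.65) and ICAM1 (0.63, adjusted p = 7.88e-12). MYC fell by 0.47, less than 1.5-fold, with other probes at -0.21 to 0.07. No gene of this list was called in MCF10A or MCF7 cells, and the list did not pass in any line (camera adjusted p = 0.77, 0.285 and 0.285). The call of ICAM1 was lost with local background as scanned.

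Of 27 NRF2 antioxidant targets, 5 were higher in MDA-MB-231 cells, among them AKR1C1 (1.32, other probes 0.24 to 1.40), AKR1C3 (0.80) and PIR (0.68), and the list did not pass (median 0.10, camera adjusted p = 0.12). In MCF10A cells 1 of them was called, the cystine transporter SLC7A11, which was lower, and in MCF7 cells 1 was higher. The lipid genes SCD (0.91) and SREBF1 (0.81) were higher in MDA-MB-231 cells, as were the nuclear receptors NR4A1 (1.25) and NR4A3 (1.11) and the mesenchymal factors SNAI2 (0.90) and SNAI1 (0.87). Other probes did not follow for SCD (-0.08 to 0.22), SREBF1 (0.18), NR4A1 (0.04), NR4A3 (-0.03) and SNAI2 (0.20). Among housekeeping genes ACTB was higher in MCF10A (0.76, other probes 0.27 to 0.41) and MCF7 cells (0.59, other probes -0.03 to 0.41), calls that were lost with Feature Extraction processed signals, B2M was lower in MCF7 (-0.65, other probe -0.19) and TFRC in MDA-MB-231 cells (-0.69), calls that median centring ended. The chaperone HSP90AB1 was lower in MDA-MB-231 cells (-0.69, other probes -0.53 to -0.42), a call that median centring ended too.

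MCF7 and MDA-MB-231 cells shared 48 probes called in the same direction, against 10.7 for independent lists. Among the 48, 97.9% were well above background in both lines. So were 398 of 400 called probes in MCF7 and 1588 of 1626 in MDA-MB-231 cells. The share therefore does not set the shared probes apart from other called ones. A dye bias alike on each array would give these probes a like size in each line. Their median size was 0.758 in MCF7 and 0.828 in MDA-MB-231 cells. In MCF10A cells their median ratio was 0.245, signed by the shared direction (bootstrap interval 0.110 to 0.563), with 34 of 47 of the same sign and 15 called. The interval reaches across the limits set for this test, which therefore could not decide for the 48 as a whole. Choosing probes by their size in the tumorigenic lines also favours a smaller value in MCF10A cells. Only for probes of the other sign in MCF10A cells do the values argue against a bias of like size. For those, a response that both tumorigenic lines share may be the source, and for the rest the bias stays open. For probes alike in MCF10A cells, a response and the bias cannot be told apart, because 0 arrays had swapped dyes.

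Different probes of a gene often disagreed. Of called probes whose gene had another probe tested, another was called in the same direction for 32 of 175 (18.3%) in MCF10A, 52 of 176 (29.5%) in MCF7 and 208 of 693 (30.0%) in MDA-MB-231 cells, although another had the same sign in 89.1%, 92.6% and 88.2%. Of the other probes that missed the minimum, 93.7% (1037 of 1107) were well above background in both channels, so few of them lacked signal. Dimness as the source could not be settled by this share. These probes had already passed the filter on signal, and the share was not compared with that of all tested probes. The mark also does not measure how far the normexp offset shrank a probe's change, which was not tested here. A dye bias of the called probe alike in each line was argued against as the general source, since 8.48% of such probes (57 of 672) had a ratio of the same sign and at least 0.29 in size in both other lines. That called probes lie more often on clones or expressed sequence tags could not be settled: the odds ratio of lacking a RefSeq accession was 0.905 (95% interval 0.620 to 1.33, Fisher's exact test p = 0.637, two-sided), at 15.4% against 16.8%.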
